# ISL1 controls pancreatic alpha cell fate and beta cell maturation

**DOI:** 10.1186/s13578-023-01003-9

**Published:** 2023-03-10

**Authors:** Romana Bohuslavova, Valeria Fabriciova, Laura Lebrón-Mora, Jessica Malfatti, Ondrej Smolik, Lukas Valihrach, Sarka Benesova, Daniel Zucha, Zuzana Berkova, Frantisek Saudek, Sylvia M Evans, Gabriela Pavlinkova

**Keywords:** Pancreatic endocrine cells, Epigenetic histone modification, Transcriptome, Pancreas development

## Abstract

**Background:**

Glucose homeostasis is dependent on functional pancreatic α and ß cells. The mechanisms underlying the generation and maturation of these endocrine cells remain unclear.

**Results:**

We unravel the molecular mode of action of ISL1 in controlling α cell fate and the formation of functional ß cells in the pancreas. By combining transgenic mouse models, transcriptomic and epigenomic profiling, we uncover that elimination of *Isl1* results in a diabetic phenotype with a complete loss of α cells, disrupted pancreatic islet architecture, downregulation of key ß-cell regulators and maturation markers of ß cells, and an enrichment in an intermediate endocrine progenitor transcriptomic profile.

**Conclusions:**

Mechanistically, apart from the altered transcriptome of pancreatic endocrine cells, *Isl1* elimination results in altered silencing H3K27me3 histone modifications in the promoter regions of genes that are essential for endocrine cell differentiation. Our results thus show that ISL1 transcriptionally and epigenetically controls α cell fate competence, and ß cell maturation, suggesting that ISL1 is a critical component for generating functional α and ß cells.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13578-023-01003-9.

## Background

Understanding the mechanisms that regulate generation and maintenance of pancreatic endocrine cells is critical for developing treatments for diabetes. Pancreatic endocrine hormone-secreting α (glucagon), β (insulin), δ (somatostatin), ε (ghrelin), and PP (pancreatic polypeptide) cells form the islets of Langerhans, which are essential for regulating glucose homeostasis.

The early organogenesis of the pancreas undergoes two main transitions (reviewed in [1–3]): the primary transition between E9.5-E12.5 in the mouse, when glucagon-expressing cells are formed preferentially, and the secondary transition at ~ E13.5-E15.5, when all types of endocrine cells are produced. It is not clear whether glucagon-expressing cells generated during the primary transition persist into adulthood [4]. During the secondary transition, endocrine progenitors have a higher propensity to differentiate into α cells at earlier stages, whereas at later stages they preferentially form β cells [5]. All hormone^+^ islet cell types in mice originate from Neurogenin 3 (NGN3) expressing endocrine progenitors [4–6]. NGN3^+^ endocrine progenitors proceed to differentiate via the activation of complex gene regulatory networks through multiple intermediate cell stages (reviewed in [7]).

Recent studies have shown that endocrine differentiation into distinct islet lineages is also regulated epigenetically [5, 8–12]. Epigenetic modifiers facilitate histone and nuclear DNA modifications that induce chromatin opening, and recruitment of additional transcription factors and other regulatory proteins that subsequently activate transcriptional programs of lineage specification and differentiation. For example, pancreatic β cells deficient in DNA methyltransferase 1 (*Dnmt1*) are reprogrammed to α cells via DNA hypomethylation of aristaless related homeobox (*Arx*) enhancers [13]. Conditional deletion of *Dnmt3a* mediated by Ins-Cre results in β-to-α-cell transdifferentiation in adult mice [14]. Deletion of *Kdm6b*, a histone demethylase for histone 3 lysine 27 trimethyl (H3K27me3), in endocrine progenitors results in abnormalities in the formation of islets, reduced overall endocrine mass, and a diabetic phenotype [11]. The presence of both repressive H3K27me3 and activating histone 3 lysine 4 trimethyl (H3K4me3) epigenetic marks of histone modifications in the promoter regions of regulatory genes represent a dynamic regulation of cell fate differentiation during endocrine pancreatic development [9].

ISL1, a LIM-homeodomain transcription factor, has a crucial role in neuronal, cardiac, and sensory development [15–18]. Apart from the direct transcriptional regulation of multiple downstream targets, emerging evidence indicates that ISL1 is an important factor in the epigenetic control of embryonic development, forming regulatory complexes involved in histone modifications [19, 20], regulating KDM6B demethylase activity [21], chromatin looping [22], and acting as a pioneer factor [23]. In the pancreas, ISL1 is expressed in all developing endocrine cells [5, 24, 25], and in adult α-, β-, PP-, and δ-islet cells [26, 27]. In adult β-cells, ISL1 interacts with neurogenic differentiation factor 1 (NEUROD1) to maintain insulin gene transcription activity [28], and furthermore, ISL1 alters the status of histone H3K4 and H3K27 methylation on the insulin promoter based on glucose concentrations [29]. During pancreas development*,* the first ISL1 expressing cells are detected in the dorsal pancreatic epithelium at E9.0 [24]. Germline knockout of the *Isl1* gene results in a complete loss of differentiating endocrine cells without affecting the expression domain of pancreatic and duodenal homeobox 1 (PDX1) in the dorsal pancreatic epithelium at E9.5 [24]. Embryonic arrest at E9.5 and lethality of *Isl1-null* mice [30] preclude an in-depth investigation of mechanisms by which ISL1 contributes to pancreatic endocrine development. Delayed conditional deletion of *Isl1* in *Pdx1*^*late*^*Cre;Isl1*^*f/f*^ during the secondary transition results in a severe hyperglycemia phenotype due to a significant reduction in insulin^+^, glucagon^+^, and somatostatin^+^ endocrine cells [31]. Although the cellular phenotype has been described previously [31], we still lack mechanistic insight into the critical role of ISL1 in endocrine pancreatic development and function. In particular, no investigation has been done of pancreatic endocrine development during the primary transition in the context of ISL1 deletion, nor ISL1 function during the transition from early undifferentiated cell types to mature adult-like cell states. Thus, despite the established critical role of ISL1 in endocrine pancreatic development and function, much remains to be discovered to understand its molecular mode of action.

We created an early conditional deletion of *Isl1* (*Isl1CKO*) that disrupts the primary transition of pancreas endocrine development. We aimed to determine the role of ISL1 in α- and β- cell differentiation and maturation using transcriptome-wide gene expression profiling. Critically, our molecular analyses of *Isl1CKO* endocrine cells show a shift in the transcriptomic signature towards intermediate progenitor states, loss of α-cell differentiation, and changes in molecular programs driving the formation of mature β cells. Additionally, elimination of *Isl1* affected repressive H3K27me3 and activating H3K4me3 modification patterns in promoter regions of differentially expressed genes in pancreatic endocrine cells. Thus, these findings provide mechanistic insight into the role of ISL1 in transcriptional and epigenetic regulatory networks orchestrating the proper development and maturation of pancreatic islet α and β cells.

## Results

### Elimination of *Isl1* results in a diabetic phenotype with impaired molecular characteristics of islets of Langerhans

To determine the functional requirements of ISL1 for the development of endocrine cells in the pancreas, we generated novel *Isl1* conditional knockout mice by crossing *Neurod1*^*Cre/*+^ mice [32] with floxed *Isl1* (*Isl1*^*f/f*^*)* [15]. Neurod1^Cre^ activity was detected at the initiation of the first transformation of endocrine cell formation in pancreas development at E9.5 and corresponded to the expression pattern of NEUROD1 (Fig. 1a). Accordingly, ISL1 expression was apparently reduced in the dorsal pancreas of *Isl1CKO* compared to control littermates at E10.5 (Fig. 1b, c). Noticeably, ISL1-positive mesenchymal cells surrounded the PDX1^+^ pancreas, as previously described [24]. Analyses of ISL1 expression confirmed efficient Neurod1^Cre^-mediated *Isl1* elimination, as 87% of NEUROD1^+^ progenitors in the dorsal pancreatic epithelium of *Isl1CKO* did not express ISL1 compared to controls at E10.5 (Fig. 1d–f). Virtually no expression of ISL1 was detected later in endocrine cells of the developing pancreas (Additional file 1: Fig. S1). Thus, the use of the Neurod1^Cre^ driver line led to the efficient and earlier elimination of ISL1 than observed previously in the *Pdx1*^*late*^*Cre;Isl1*^*f/f*^ model with reported elimination of ISL1 protein at E13.5 [31, 33].

**Fig. 1:**
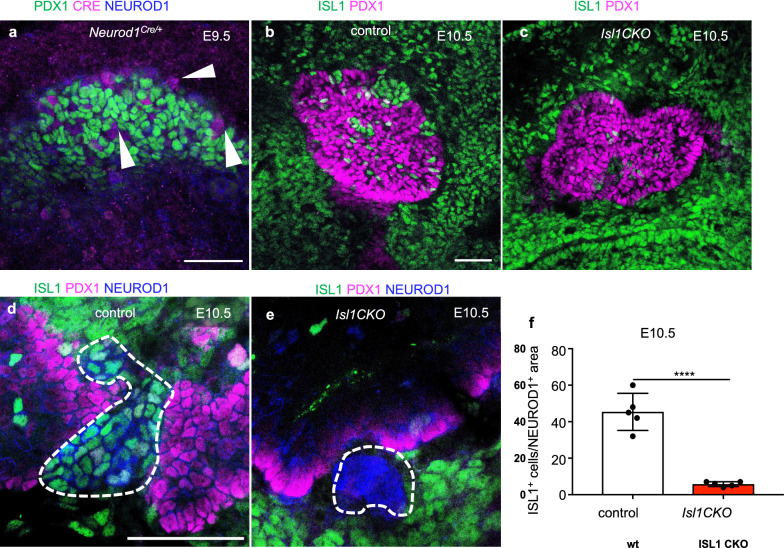
Efficient deletion of ISL1 in the *Isl1CKO* pancreas during the primary transition. **a** Representative whole-mount immunolabeling of the dorsal pancreas shows that NEUROD1 matches Neurod1^Cre^ expression visualized by anti-CRE antibody in the PDX1^+^ pancreatic domain (arrowheads indicate cells co-expressing CRE and NEUROD1). **b**, **c** A reduced number of ISL1^+^ cells shown in the *Isl1CKO* dorsal pancreatic epithelium delineated by the expression of PDX1 (whole mounts). **d–f** Higher-magnification images show significantly reduced number of cells expressing ISL1 in NEUROD1^+^ area in the *Isl1CKO* dorsal pancreas compared to littermate controls. Data are presented as mean ± SD (n = 5 pancreases per genotype), unpaired *t*-test (****P < 0.0001). Scale bars: 50 μm

*Isl1CKO* mice demonstrated a severe diabetic phenotype with significant neonatal hyperglycemia that worsened with age (Fig. 2a; Additional file 1: Fig. S2), consistent with earlier findings using delayed conditional deletion of *Isl1* in *Pdx1*^*late*^*Cre;Isl1*^*f/f*^ [31]. None of the *Isl1CKO* mice survived past 3 months of age. Blood glucose concentration was higher and more variable in neonatal *Isl1CKO* than in heterozygous and control littermates (Fig. 2a). Accordingly, total pancreatic insulin content was significantly reduced already at P0 and more than 25 times lower in adult pancreas of *Isl1CKO* mice fed ad libitum (3.509 ± 0.678 ng/mg, n = 19) compared to controls (88.29 ± 6.539 ng/mg, n = 12; Fig. 2b). Both female and male *Isl1CKO* mice fed ad libitum showed increased blood glucose levels during postnatal development before weaning compared to controls and *Isl1* heterozygous mutants (Additional file 1: Fig. S2a). Of the 40 *Isl1CKO* mice measured, approximately 50% had unmeasurable fasting blood glucose levels (> 35 mmol/L). Glucose tolerance tests (GTTs) confirmed that both male and female heterozygous *Neurod1*^*Cre/*+^*; Isl1*^*f/*+^ mice were comparable to controls (Additional file 1: Fig. S2c), but we were unable to perform GTTs by intraperitoneal injection of glucose (2 g/kg body weight) in *Isl1CKO*. Although we selected *Isl1CKO* mice with low hyperglycemia, the mutants died after administration of exogenous glucose, indicating a severe inability to maintain an insulin secretion response when challenged with glucose.

**Fig. 2:**
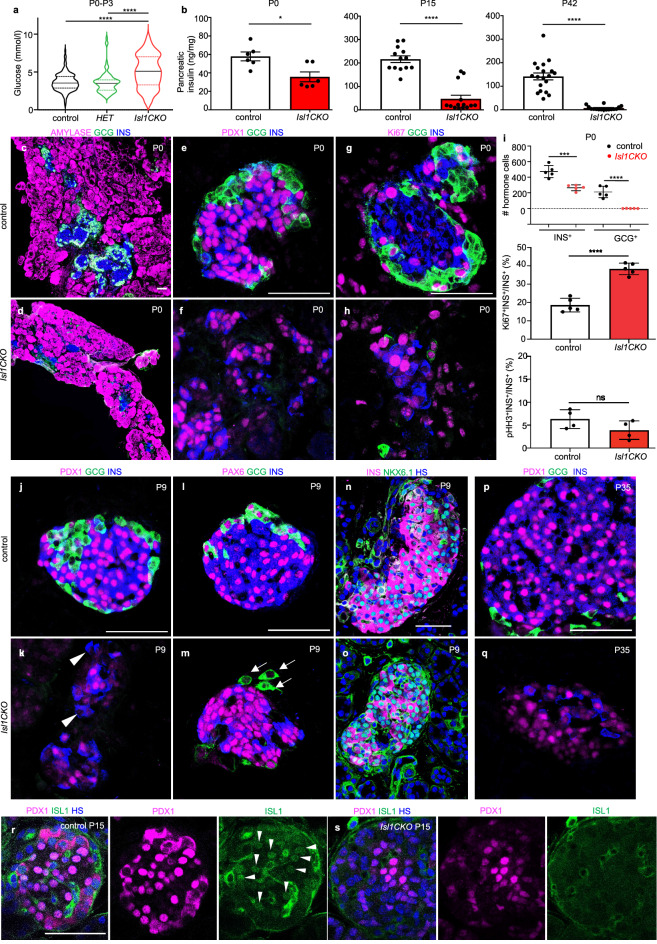
Physiological changes and molecular abnormalities in islets of Langerhans associated with diabetic phenotype of *Isl1CKO. ***a** Blood glucose levels of *Isl1CKO* (n = 59 pups), heterozygous (*HET*, *NeuroD1*^*Cre*^*/Isl1*^*f/*+^; n = 77 pups), and controls (n = 138 pups) fed ad libitum after birth at P0-P3. Violin plots indicate median (middle line), 25th, and 75th percentile (dotted lines). Data were analyzed by one-way ANOVA with Tukey’s multiple comparisons test (****P < 0.0001). **b** Total pancreatic insulin content per pancreatic tissue (ng/mg) at P0 (n = 6 pancreases per genotype), P15 (n = 13 pancreases per control, 14 pancreases per *Isl1CKO*), and in the adult mice (n = 19 pancreases per control, n = 16 pancreases per *Isl1CKO*) fed ad libitum. Data are presented as mean ± SEM, Student’s *t* test (*P = 0.017, ****P < 0.0001). **c-f** Representative sections from the control and *Isl1CKO* pancreas immunostained for glucagon (GCG), insulin (INS), PDX1 (marker of β cells), or alpha amylase (marker for exocrine cells) at P0 demonstrate reduced endocrine tissue and abnormalities in the formation of pancreatic islets in *Isl1CKO* with lower production of INS, missing GCG^+^ cells, and reduced expression of PDX1. **g**, **h** Immunolabeling for proliferating cell nuclear antigen Ki67 (red) shows proliferating GCG^+^ and INS^+^ cells in the islets of the *Isl1CKO* and control pancreas at P0. **i** Total number of INS^+^ and GCG^+^ cells in 80-μm sections of the pancreas (n = 5 pancreases per genotype), and the percentage of INS^+^ cells expressing Ki67 (n = 5 mice per genotype) and phosphorylated histone H3 (pHH3; n = 4 mice per genotype). See also Additional file 1: Fig. S3. Data are presented as mean ± SD, unpaired *t* test (****P < 0.0001, ***P < 0.001, ns = not significant). **j-o** Immunostaining of α- and β-cell markers (PDX1, INS, GCG, PAX6, and NKX6.1) in the pancreatic sections at P9 shows abnormalities in β cells, including reduced production of INS, variable expression levels of PDX1 with some cells expressing INS but not PDX1 (arrowheads in **k** indicate INS^+^ cells without PDX1 expression). GCG producing α cells are lost in the *Isl1CKO* islets of Langerhans. Arrows in **m** indicate the unusual GCG^+^ cells with a missing expression of PAX6, a marker of both β and α cells. **p**, **q** At P35, compare to the control pancreatic islets, the expression of INS and PDX1 is reduced, and GCG^+^ producing cells are missing in the *Isl1CKO* islets. **r**, **s** Representative confocal microscopy images of double staining with anti-PDX1 and anti-ISL1 antibodies show that the expression of ISL1 is not detected in nuclei of endocrine cells of pancreatic islets of *Isl1CKO* in contrast to the control. Arrowheads indicate nuclei with ISL1 and PDX1 co-expression in the control pancreatic islet. Note reduced PDX1 expression in *Isl1CKO*. Scale bars: 50 μm. HS, Hoechst nuclear staining

Next, we investigated the formation and structure of islets of Langerhans using anti-insulin and glucagon as markers for β and α cells, respectively. At P0, the islets of Langerhans of *Isl1CKOs* contained only β cells expressing insulin and PDX1, a marker of differentiated β cells (Fig. 2c–f). Interestingly, immunostaining for proliferating cell nuclear antigen Ki67 revealed an increased number of β cells positive for Ki67 in the *Isl1CKO* pancreas at P0 (Fig. 2g–i). As Ki67 marks all cells engaged in the cell cycle, we also used the marker of cellular mitosis, phosphorylated histone H3 (pHH3) [34]. Quantification of the percentage of β (insulin^+^) cells that were pHH3 positive indicated similar mitotic activity in the *Isl1CKO* and control pancreases (Fig. 2i, Additional file 1: Fig. S3). A high Ki67 index may reflect a lengthened cell cycle or cell-cycle arrest of *Isl1CKO* β cells.

At P9, when a mature functional glucose-stimulated-insulin-secretion phenotype of β-cells is acquired [35], instead of β cells co-expressing insulin and PDX1 as shown in controls (Fig. 2j), expression of PDX1 was undetectable in many insulin^+^ cells in *Isl1CKO* (arrowheads in Fig. 2k). In contrast to PDX1, the expression of paired box 6 (PAX6), which is expressed in both glucagon and insulin-expressing cells in controls, seemed unaffected in *Isl1CKO* β cells (Fig. 2l, m). Note the unusual glucagon^+^ cells without the expression of PAX6 (arrows in Fig. 2m), indicating abnormalities in the differentiation of these cells. Immunolabeling for the β-cell programing factor NK 6 homeobox1 (NKX6.1) demonstrated that many NKX6.1^+^ cells did not express insulin compared to controls (Fig. 2n, o). Profound diminished PDX1 levels were found in adult *Isl1CKO* pancreas (P35), correlating with a reduced number of insulin-producing cells in the islets of Langerhans and severe diabetic phenotype of *Isl1CKO* mice (Fig. 2p, q). Diminished PDX1 expression reflected essentially complete elimination of ISL1 in *Isl1CKO* pancreatic islets (Fig. 2r, s).

We applied light sheet fluorescence microscopy (LSFM) to uncover the formation, and spatial distribution of the islets of Langerhans in the 3D tissue microenvironment of the pancreas (Fig. 3a–d, Additional files 2, 3, 4, 5: Videos S1-S4). Endocrine cells were visualized by combinations of genetic labeling using tdTomato reporter expression and immunolabeling of α cells with anti-GLP1 (glucagon like peptide 1) and β-cells with anti-insulin (Fig. 3a, b). In the second preparation, tdTomato^+^ endocrine cells were co-labeled with anti-GLP1 (α cells) and anti-TUBB3 depicted innervation in the pancreas (Fig. 3c, d). Endocrine cells were scattered, forming smaller cell clumps without α cells at the periphery in the *Isl1CKO* pancreas compared to the characteristic islet structure of the control pancreas. In line with abnormalities in islet formation, the total number of isolated islets from the adult *Isl1CKO* pancreas was severely reduced compared to controls (11 ± 10 islets/*Isl1CKO* pancreas, n = 8 *vs.* 273 ± 77 islets/control pancreas, n = 6, *P* < 0.0001). Taken together, these changes indicated a loss of α cells, abnormalities in PDX1 expression in β cells, production of insulin, and formation of the islets of Langerhans in *Isl1CKO*.

**Fig. 3:**
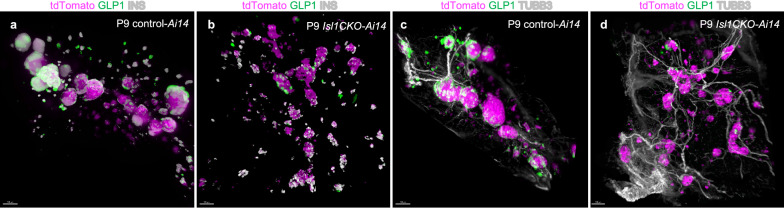
Distribution and formation of islets of Langerhans in the microenvironment of the pancreas. Microdissected pancreases of tdTomato reporter control-*Ai14* and *Isl1CKO*-*Ai14* mice were cleared (CUBIC protocol), immunolabeled, imaged, and reconstructed in 3D using light-sheet fluorescence microscopy (LFSM; see Additional files 2, 3, 4, 5: Videos S1–S4). LFSM images depict the distribution and formation of islets in the anatomical microenvironment of the pancreas at P9, showing tdTomato^+^ endocrine cell population and INS producing β cells together with anti-GLP1 labeled α cells in (**a**, **b**) or with neuronal fibers labeled by anti-TUBB3 in (**c**, **d**). Scale bars: 100 μm

### Elimination of *Isl1* alters the α-cell differentiation program during the primary transition of pancreas development

The primary transition of mouse pancreas development is initiated by expression of the transcription factor PDX1 that specifies multipotent pancreatic progenitors, and evagination of a dorsal pancreatic bud from the foregut endoderm around E9.0 [1] (Fig. 4a). The primary transition of endocrine cell formation mainly generates glucagon-expressing α cells. To investigate changes associated with *Isl1* deletion during the primary transition, we evaluated the presence of glucagon-expressing cells in the dorsal pancreatic bud, as their appearance represents the first sign of endocrine cell differentiation [4]. Glucagon-producing cells at the periphery of the dorsal pancreatic bud of *Isl1CKO* did not express ISL1 (Fig. 4b, c). Overall, the generation of glucagon^+^ cells and formation of glucagon^+^ clusters during the first transition was significantly reduced by 50% in the dorsal pancreas of *Isl1CKO* compared to littermate controls (Fig. 4d–h). Additionally, a transient population of developing endocrine cells co-producing glucagon and insulin was diminished in *Isl1CKO*, indicating changes in the composition of glucagon-producing subpopulations (Fig. 4i, j). Defects in developmental programs during early pancreatic organogenesis were further confirmed by qPCR at E12.5 (Fig. 4k). Expression of key genes encoding differentiation regulators of the α-cell lineage, such as *Arx1*, *MafB*, *Peg10*, and *Pou3f4*, were significantly reduced in developing *Isl1CKO* pancreas at E12.5. Interestingly, expression of the E26 transformation-specific transcription factor, *Fev,* was increased. A pancreas lineage study suggested that *Fev*^+^ cells represent an intermediate endocrine progenitor state following *Ngn3* expression [36]. Consistent with the *Fev*^+^ endocrine progenitor expression profile [36, 37], we found no changes in *Ngn3* levels in the developing pancreas of *Isl1CKO* (Fig. 4k). These results suggested that elimination of *Isl1* abolished α-cell lineage development during the primary transition.

**Fig. 4:**
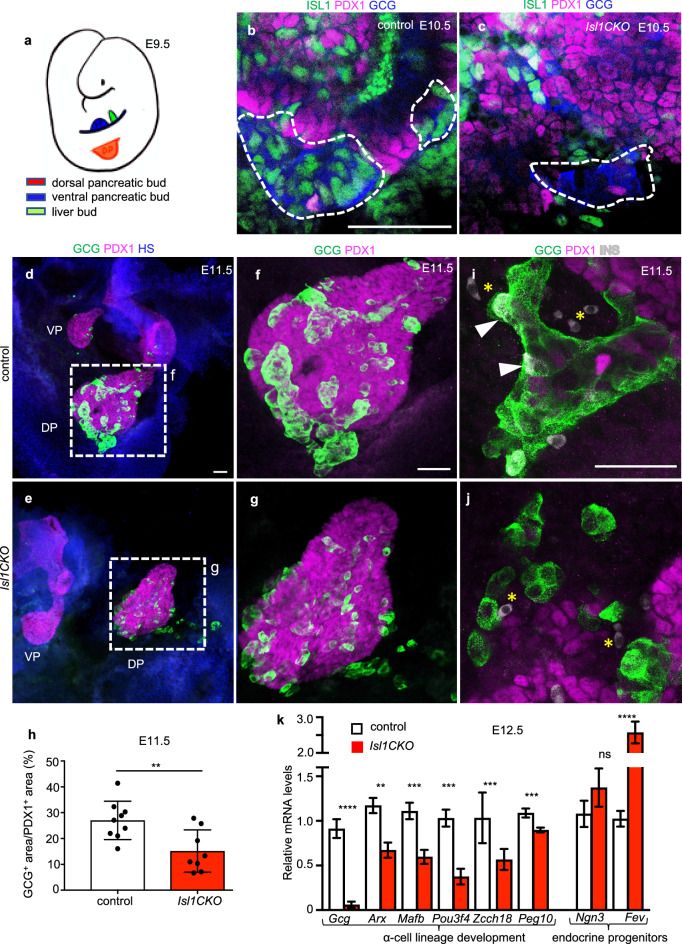
Aberrant α-cell lineage development during primary transition in the *Isl1CKO* pancreas.** a** Schematic presentation of the pancreas formation, which begins with the independent budding of the dorsal and ventral buds at the posterior region of the foregut. These two buds, surrounded by the mesenchyme, eventually fuse after rotation of the gut to form the pancreatic endoderm. **b**, **c** Representative higher-magnification images of whole-mount immunolabeling show a loss of ISL1 and glucagon (GCG) expressing cells in the dorsal pancreas of *Isl1CKO* at E10.5. **d-g** Whole-mount immunolabeling shows the formation of GCG^+^ clusters in the dorsal (DP) and ventral pancreatic buds (VP) at E11.5. Higher-magnification images show DP with GCG^+^ clusters. **h** Quantification of the GCG^+^ area in the PDX1^+^ domain shows the reduced size of GCG^+^ clusters in the dorsal pancreas of *Isl1CKO* (n = 8 pancreases) compared to controls (n = 9 pancreases). Data are presented as mean ± SD, Unpaired *t*-test, **P = 0.0069). **i, j** Representative images of whole-mount immunolabeling of the pancreas show endocrine cells co-expressing GCG and insulin (INS) in the control (arrowheads) but not in the *Isl1CKO* pancreas (asterisks indicate autofluorescent red blood cells). **k** Quantitative RT-PCR analyses of mRNA levels of *Gcg* and selected transcription factors in the E12.5 pancreas. Data are presented as mean ± SEM (n = 8 pancreases per genotype), Unpaired *t*-test (****P < 0.0001, ***P < 0.001, **P < 0.01, ns = not significant). Scale bars: 50 μm

### The α-cell population disappears during the secondary transition and ß-cell proliferation is reduced in *Isl1CKO* pancreas development

The trend of increased expression of *Fev* continued in the developing *Isl1CKO* pancreas at E14.5, during the secondary transition (Fig. 5a). The secondary transition represents morphogenetic events resulting in a branched structure of the epithelium containing endocrine progenitors that differentiate into different endocrine cells [3]. The early elimination of *Isl1* in *Isl1CKO* resulted in a faster onset of changes in endocrine development than observed previously after *Isl1* deletion using a delayed *Pdx1*^*late*^*Cre;Isl1*^*f/f*^ model [31]. We confirmed there was a significant reduction of insulin, somatostatin, and pancreatic polypeptide mRNA in the developing *Isl1CKO* pancreas as early as E14.5 (Fig. 5a). We found essentially no glucagon mRNA expression in the E14.5 pancreas of *Isl1CKO* (Fig. 5a), indicating that the use of the Neurod1^Cre^ driver line led to an earlier elimination of glucagon production than observed previously [31]. In line with changes in mRNA expression, a near complete loss of glucagon^+^ cells was found in *Isl1CKO* pancreas at E15.5 (Fig. 5b, c). ß-cell proliferation was already significantly diminished in *Isl1CKO* compared to littermate controls at E17.5 (Fig. 5d–i), in contrast to the previously reported reduced proliferation of ß cells in *Pdx1*^*late*^*Cre;Isl1*^*f/f*^ at P6 [31]. The percentage of ß cells expressing the proliferation marker Ki67 was decreased nearly threefold in *Isl1CKO* pancreas compared to control littermates at E17.5. Similarly, ß cells in the *Isl1CKO* pancreas proliferated less as shown by pHH3 staining, the marker of cellular mitosis. These data indicate that ISL1 is important for the induction of the expansion of the endocrine ß-cell population during pancreas development. Notably, expression of PDX1 was comparable between control and *Isl1CKO* endocrine cells at E17.5.

**Fig. 5:**
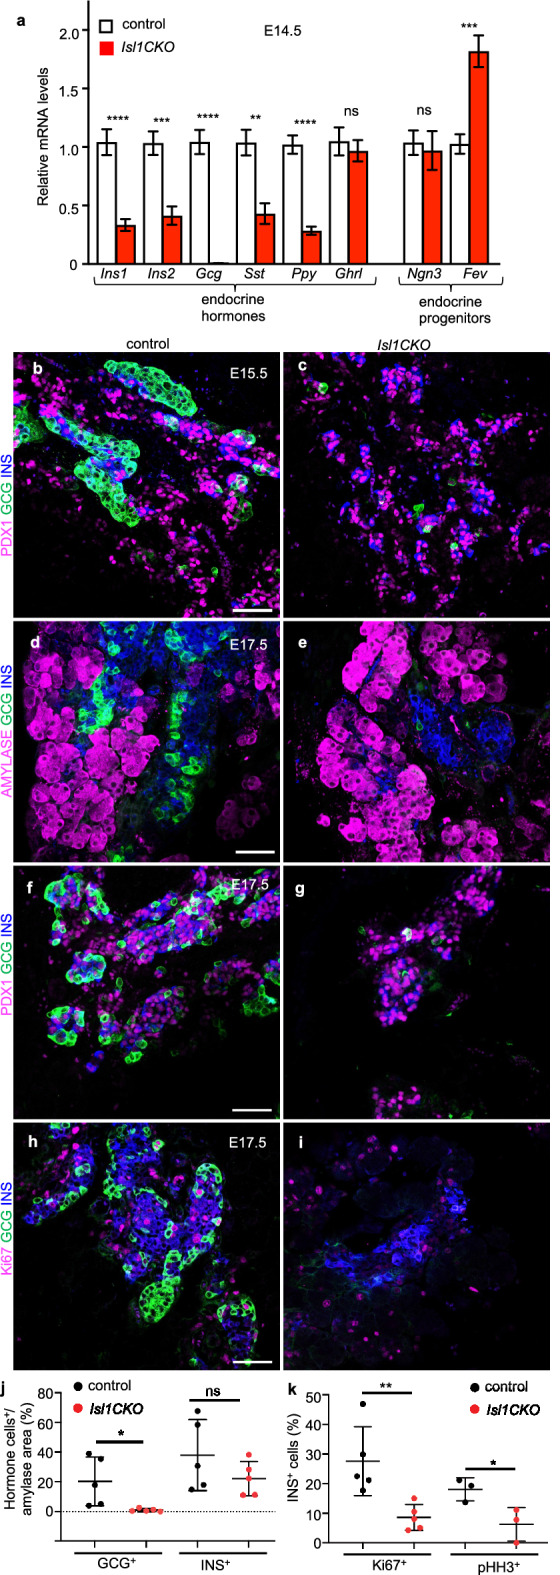
Attenuated expression of insulin and a loss of glucagon producing cells during the secondary transition of pancreas development in *Isl1CKO*.** a** Quantitative RT-PCR analyses show reduced mRNA levels of endocrine hormones and increased expression of the transcription factor *Fev* in the E14.5 pancreas of *Isl1CKO* compared to controls. Data are presented as mean ± SEM (n = 8 pancreases per control, n = 7 pancreases per *Isl1CKO*), Unpaired *t*-test (****P < 0.0001, ***P < 0.001, **P < 0.01). **b-g** Representative sections from the control and *Isl1CKO* pancreas immunostained for glucagon (GCG), insulin (INS), PDX1 (differentiation marker of β cells), or alpha amylase (marker for exocrine cells) demonstrate loss of endocrine α cells (glucagon, GCG) in *Isl1CKO*. **h**, **i** Representative sections immunostained for proliferating cell nuclear antigen Ki67 in endocrine α (GCG) and β cells (INS). **j** Relative quantification of GCG^+^ and INS^+^ cells per α-amylase^+^ area (marker of exocrine tissue; n = 5 pancreases per genotype), and **k** the percentage of INS^+^ cells expressing Ki67 (n = 5 pancreases per genotype) and phosphorylated histone H3 (pHH3; n = 3 pancreases per genotype) per total number of INS^+^ cells is decreased in the *Isl1CKO* pancreas compared to littermate controls at E17.5. See also Additional file 1: Fig. S3. Data are presented as mean ± SD. Unpaired *t*-test (**P < 0.01, *P < 0.05, ns = not significant). Scale bars: 50 μm

### Elimination of *Isl1* results in a shift of transcriptomic signatures characterizing endocrine cell populations in the E14.5 pancreas

To gain insight into molecular mechanisms underlying ISL1 function, we performed RNA-seq analyses of pancreatic endocrine cells during the secondary transition at E14.5, as E14.5 endocrine progenitors have a higher propensity to form α cells [5]. 

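*Isl1* transcripts were lower in *Isl1CKO* cells at E14.5 but were not lost. *Isl1* encodes the LIM-homeodomain transcription factor that *Neurod1* Cre deletes, and it lies on chromosome 13 of GRCm38 from 116298281 to 116309689. Its count, scaled by TMM, was 14924 ± 1368 (SD, n = 6 libraries) in controls and 10672 ± 1037 (SD, n = 5) in *Isl1CKO*, a log2 fold change of -0.48 (standard error 0.079, adjusted p = 0.0063 from edgeR's quasi-likelihood test). The count was lower in each of the 5 *Isl1CKO* libraries than in every control library. The counts sum all exons of the gene, so they include reads from any exon that the floxed allele keeps, and the paper gives the controls 1 floxed allele while their sample labels call them wild type. The authors trimmed the reads, removed ribosomal RNA reads, mapped the rest to GRCm38 with STAR and counted the reads per gene without those that map to several places. The values are raw counts, 1 column per library of 100 sorted tdTomato+ cells. Control libraries held 11321441 to 12792167 counts and *Isl1CKO* libraries 11299969 to 13580985. Genes with too few counts for a test were removed with edgeR's filterByExpr, which left 15960 of 27124 genes, and *Isl1CKO* was compared with control with the p-values adjusted over all genes tested. With 6 and 5 libraries the number of splits is limited, so an exact two-sided permutation test of a single gene cannot give a p below 0.00433.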

We opted to use Bulk-RNA sequencing to obtain sequencing depth and high-quality data [38]. Pancreases were dissected, dissociated into single cells, and 100 fluorescent tdTomato^+^ cells were isolated via fluorescence-activated cell sorting (FACS) per each biological replicate. We used a Rosa26-tdTomato reporter mouse line to genetically label *Neurod1*^*Cre*^*,* expressing endocrine cells in the *Isl1CKO* (genotype: *Isl1*^*f/f*^*; Neurod1*^*Cre*^*; TomatoAi14*; n = 5) and control pancreas (genotype: *Isl1*^*f/*+^*; Neurod1*^*Cre*^*; TomatoAi14*; n = 6) (experimental design in Fig. 6a). Compared to controls, 292 protein-coding genes were differentially expressed in *Isl1CKO* pancreatic endocrine cells (adjusted P-value, P_adj_ < 0.05, fold change > 1.5 and < 0.5 cut-off values; Fig. 6b and Additional file 6: Dataset S1a). 

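The receptor genes *Acvr1c* and *Unc5c* were among the genes that fell most in *Isl1CKO* endocrine cells at E14.5, and *Gc* and *Kcnh1* were among those that rose most. *Acvr1c*, which encodes the activin receptor ALK7, was 12.2-fold lower in *Isl1CKO*, and *Unc5c*, which encodes a netrin receptor, was 11.1-fold lower. *Mapt*, the gene for the microtubule protein tau, was 5.78-fold lower. *Aqp4*, a water channel gene, was 31.1-fold lower, at 102 ± 63.9 scaled counts in controls (SD, n = 6) and 3.15 ± 0.824 in *Isl1CKO* (SD, n = 5). In the other direction, *Gc*, which encodes the vitamin D-binding protein, was 11.1-fold higher, and *Agt*, the gene for angiotensinogen, was 4.43-fold higher. The potassium channel gene *Kcnh1* was 21.3-fold higher, from 8.77 ± 4.88 to 189 ± 125 scaled counts. The mean log2 level of 11 hepatoblast markers was also higher in every *Isl1CKO* library than in every control library, at 4.25 ± 0.350 and 3.24 ± 0.318. Of 15960 genes tested, 228 changed at an adjusted p under 0.05 from edgeR, 96 of them higher and 132 lower in *Isl1CKO*. The libraries of the 2 groups did not overlap in 398 of the genes tested, 2.49%, where chance gives 0.433%. Among protein-coding genes with a mean of 50 or more scaled counts and a fold change over 1.5 or under 0.5, 120 changed, 72 of them higher and 48 lower. DESeq2 called 653 genes, 294 higher and 359 lower, and these held all 228. With 1 library left out the number of changed genes ran from 114 to 227, and the cause of these shifts was not tested. Without *Isl1CKO* library 5, 114 genes changed, and without *Isl1CKO* libraries 3, 4 and 5, a setting chosen after seeing the data, 42 did. In these 3 libraries the mean log2 level of 7 macrophage markers was 3.04 to 3.69, against 1.40 and 1.44 in the other *Isl1CKO* libraries, 2.30 in control library 1 and 1.25 to 1.83 in the other controls. None of the 7 markers passed over all genes by edgeR, and 2 were higher when adjusted over the list alone. *C1qc* had means of 95.0 scaled counts in *Isl1CKO* and 6.31 in controls, and *C1qa* 495 and 486. Without *Isl1CKO* library 4 the log2 fold change of *C1qc* went from 3.89 to 2.99.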

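The hormone genes *Gip* and *Pyy* were lower in *Isl1CKO* endocrine cells at E14.5. *Gip*, which encodes glucose-dependent insulinotropic polypeptide, was at 961 ± 628 scaled counts in controls (SD, n = 6 libraries) and 117 ± 67.8 in *Isl1CKO* (SD, n = 5), a log2 fold change of -3.04 (standard error 0.66, adjusted p = 0.035 from edgeR). *Pyy*, the gene for peptide YY, had a log2 fold change of -0.90 (standard error 0.19, adjusted p = 0.034 from the same test). Leaving 1 library out ended the call of *Gip* in 8 of 11 cases and that of *Pyy* in 7 of 11. *Scg2*, which encodes the granin secretogranin II, had a log2 fold change of -1.13, and *Sct*, the gene for secretin, one of 0.86. The 8 islet hormone genes together made up 4.08% ± 1.34 of all counts in controls and 1.68% ± 0.793 in *Isl1CKO* (two-sided exact permutation test, p = 0.013). The insulin genes alone did not pass: *Ins1* had a log2 fold change of -0.96 (adjusted p = 0.48 from edgeR) and *Ins2* one of -1.01 (adjusted p = 0.38). The 8 hormone genes are *Ins1*, *Ins2*, *Gcg*, *Sst*, *Ppy*, *Pyy*, *Ghrl* and *Iapp*, without *Gip*. Of these, *Gcg* and *Pyy* were lower and none was higher, over all genes tested and when adjusted over the list alone. *Gcg* alone took 1.21% of all counts in controls and 0.0907% in *Isl1CKO*. As a set the 8 genes ranked low (camera, adjusted p = 4.2e-05, and adjusted p = 0.13 with an estimated correlation). Of 24 insulin secretion genes that the paper lists in Dataset S1e, which the study chose at P9, 6 were lower and none was higher (17 lower when adjusted over the list alone; camera adjusted p = 6.4e-16, and 0.0050 with an estimated correlation).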

Functional profiling revealed that the top gene clusters for down-regulated genes were related to highly enriched biological pathways and specific gene ontology (GO) term categories associated with synthesis, secretion, and inactivation of the incretion, GLP1, glucose-dependent insulinotropic polypeptide (GIP), glucagon receptor binding, and peptide hormone secretion (Additional file 1: Fig. S4a). 

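The glucagon transcript fell in *Isl1CKO* endocrine cells at E14.5. *Gcg*, on chromosome 2 of GRCm38 from 62474530 to 62483650, was at 148987 ± 53134 scaled counts in controls (SD, n = 6 libraries) and 10934 ± 13219 in *Isl1CKO* (SD, n = 5). The log2 fold change was -3.77 (standard error 0.70, adjusted p = 0.015 from edgeR). *Gcg* took 1.21% ± 0.425 of all counts in controls and 0.0907% ± 0.109 in *Isl1CKO* (two-sided exact permutation test, p = 0.00433, the smallest that 6 libraries against 5 allow). *Isl1CKO* library 3 held the highest share of its group, 0.275%, and without it the log2 fold change of *Gcg* was -4.80. *Peg10*, an imprinted gene derived from a retrotransposon, fell from 17717 ± 3590 to 8868 ± 2311, a 2.00-fold fall (standard error 0.17 on the log2 scale, adjusted p = 0.0069). Every *Isl1CKO* library lay below every control library for *Gcg*, but not for *Peg10*. Without *Isl1CKO* library 5 the adjusted p from edgeR was 0.051 for *Gcg*.

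**Figure D1:**
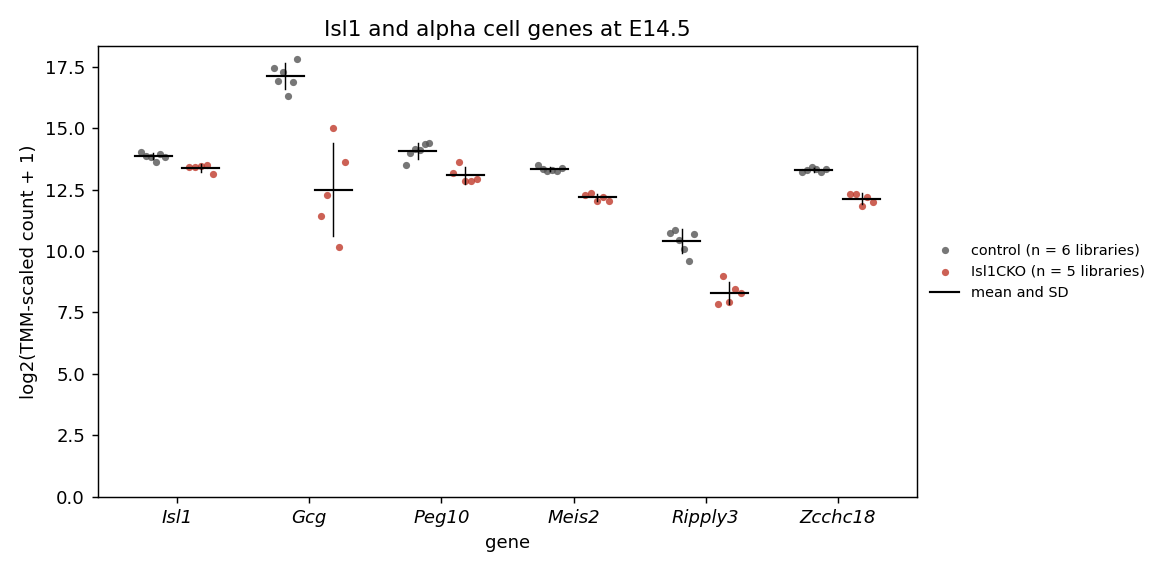
Counts of *Isl1* and 5 genes of the α-cell lineage in single E14.5 libraries, as log2(TMM-scaled count + 1), for 6 control and 5 *Isl1CKO* libraries. Horizontal lines are means and vertical lines SDs of the log2 values. The *Isl1CKO* libraries spread widely for *Gcg* and lie close together for *Isl1*.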

We found a significant reduction of hallmark genes associated with the α-cell lineage in *Isl1CKO* endocrine cells, including *Peg10*, *Pou6f2*, and *Gcg* [5, 12, 38].

**Fig. 6:**
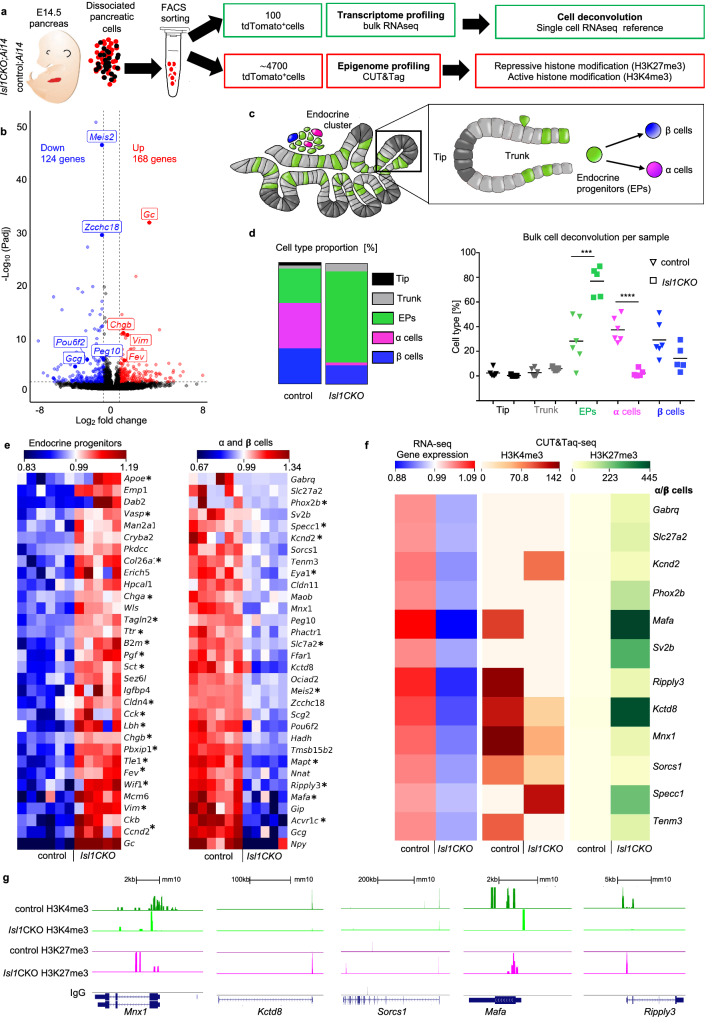
*Isl1* elimination induces transcriptomic and epigenetic changes altering the composition of the endocrine cell population in the developing pancreas.** a** Overview of study design. **b** Volcano plot showing differentially expressed genes between FACS-sorted pancreatic endocrine cells from *Isl1CKO* (n = 5) and control E14.5 embryos (n = 6) identified by RNA sequencing (Padj < 0.05 displayed as –log_10_ and log_2_ fold change − 1 and 0.585). Thresholds are indicated by dotted lines. Complete list of differentially expressed genes in Supplementary Dataset 1a. **c** A simplified schematic overview of the different pancreatic cell types represented in single cell RNA-seq [39] used as a reference for the cell type deconvolution of our bulk cell RNA-seq data. **d** The deconvolved cell type proportions in E14.5 endocrine population from our bulk RNA-seq data. The proportion of major cell types is shown as an average and per individual samples. Data are presented as mean ± SD, Unpaired *t*-test (****P < 0.0001, ***P = 0.0007). See also Additional file 1: Fig. S4. **e** Heatmaps represent the top 30 enriched genes in endocrine progenitors, and in α and β cells in *Isl1CKO* and control samples based on the transcriptome analyses (*indicates genes with ISL1 binding sites at their promoter regions identified by the ISL1 CUT&Tag-seq, see page 13). Complete list of genes in Supplementary Dataset 1b and 1c, and S2. **f** Heatmap representation of expression profiles of differentially expressed genes that have differences in H3K4me3 or H3K27me3 enrichment in their promoter regions (± 3 kb from the TSS) between control and *Isl1CKO* cells. Scale bar for RNA-seq data represents average values calculated from the ratio of rlog of the sample to average rlog of the row (all samples per gene). Scale bars for CUT&Taq-seq data represent average counts per million (cpm; > 25 cpm) per each group. **g** Genome track view of representative gene loci showing H3K4me3 (green), H3K27me3 (magenta), and negative antibody control IgG (grey) normalized read peaks. EPs, endocrine progenitors

Using single-cell transcriptomic profiling data of cells in embryonic mouse pancreas [39] as a reference for cell type deconvolution, we estimated the proportion of cell types in our bulk RNA-seq samples [40]. Single cell transcriptomic signatures of five major cell types in the developing pancreas, e.g. endocrine progenitors, epithelial tip, trunk epithelium, ß and α cells, were used for the deconvolution of our bulk expression data (Fig. 6c, d, and Additional file 1: Fig. S4b, c). A significantly higher proportion of endocrine progenitors marked by high *Fev* expression was found in *Isl1CKOs* with enriched genes defining intermediate states of endocrine differentiation, such as *Fev, Chgb, Chga, Vim,* and *Cldn4* (Fig. 6d, e; Additional file 6: Dataset S1b) [5, 36, 39]. 

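Transcripts of intermediate endocrine progenitors rose in *Isl1CKO* cells at E14.5 by up to 2.54-fold among the genes named here. *Vim*, which encodes the intermediate filament protein vimentin, rose from 1556 ± 286 scaled counts in controls (SD, n = 6 libraries) to 3954 ± 985 in *Isl1CKO* (SD, n = 5), a log2 fold change of 1.35 (standard error 0.17, adjusted p = 8.5e-04 from edgeR). *Fev*, on chromosome 1 of GRCm38 from 74881509 to 74885419, encodes an ETS transcription factor of the progenitor stage and rose from 1942 ± 514 to 3940 ± 768, a log2 fold change of 1.02 (standard error 0.17, adjusted p = 0.0076). The granin gene *Chgb* rose from 116746 ± 21221 to 219992 ± 16842 (log2 fold change 0.91, adjusted p = 3.2e-04), and the granin gene *Chga* had a log2 fold change of 0.65 (adjusted p = 0.0049). *Cldn4*, a tight junction gene, had a log2 fold change of 0.82 (adjusted p = 0.033), and this call was lost in 8 of 11 cases when 1 library was left out. In each of these 5 genes every *Isl1CKO* library lay above every control library. *Neurog3*, which starts the endocrine programme, did not pass (log2 fold change 0.54, standard error 0.32, adjusted p = 0.58). The cell type proportions of the paper's deconvolution were not analysed here.

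**Figure D2:**
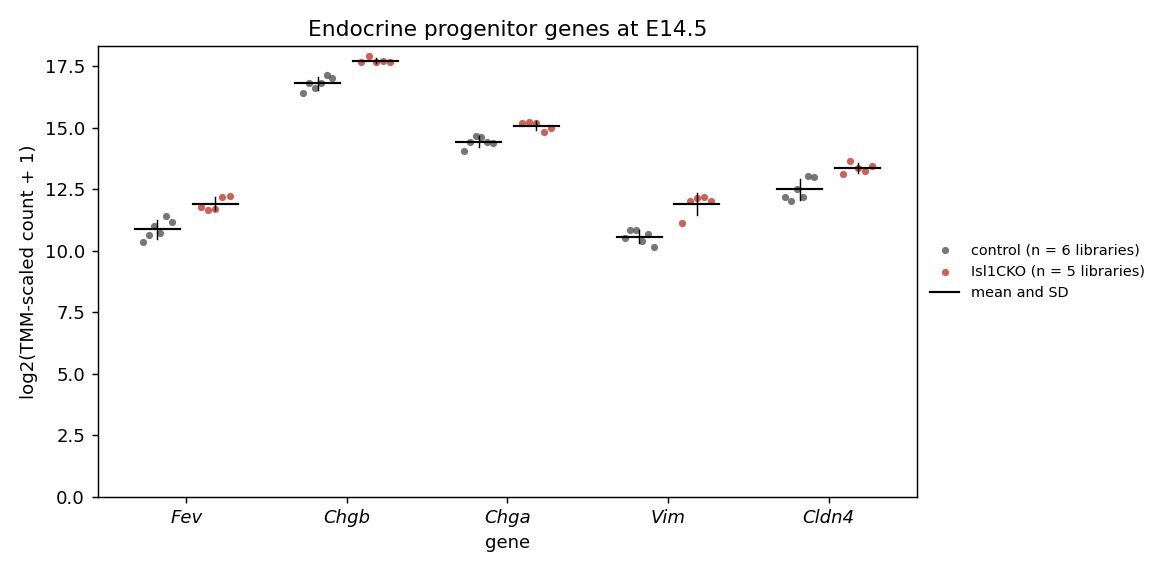
Counts of 5 genes of intermediate endocrine progenitors in single E14.5 libraries, as log2(TMM-scaled count + 1), for 6 control and 5 *Isl1CKO* libraries. Horizontal lines are means and vertical lines SDs of the log2 values. For each gene the *Isl1CKO* libraries lie above the control libraries.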

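Besides *Gcg* and *Peg10*, further genes of the α-cell lineage were lower in *Isl1CKO* at E14.5. *Ripply3*, which encodes a transcriptional repressor, fell 4.31-fold, from 1413 ± 416 scaled counts in controls (SD, n = 6 libraries) to 328 ± 110 in *Isl1CKO* (SD, n = 5). Its log2 fold change was -2.11 (standard error 0.25, adjusted p = 4.4e-04 from edgeR). The homeobox gene *Meis2* fell from 10428 ± 642 to 4679 ± 456, a log2 fold change of -1.16 (standard error 0.073, adjusted p = 3.0e-06). *Zcchc18*, a zinc finger gene on the X chromosome next to the Tmsb15 genes, fell from 10130 ± 513 to 4522 ± 662, also a log2 fold change of -1.16 (adjusted p = 1.3e-05). The genes *Irx1* and *Irx2* did not pass, at log2 fold changes of 0.23 and 0.12. *Fap*, which lies beside *Gcg* on chromosome 2 and encodes a serine protease, held 254 counts over the control libraries and 1 over the *Isl1CKO* libraries, a ratio of 218 after scaling (95% counting interval 38.9 to 8661). The interval covers counting error only. Without *Isl1CKO* library 2 the log2 fold change of *Fap* went from -7.05 to -8.42.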

Concurrent with a deficiency in the generation of α cells in *Isl1CKOs*, the proportion of α cells was substantially decreased (Fig. 6d) together with a reduced expression of genes associated with the α-cell lineage, including *Gcg, Peg10*, *Pou6f2, Meis2, Ripply3,* and *Zcchc18* (Fig. 6e; Additional file 6: Dataset S1b) [5, 12, 38]. Interestingly, no α cells of a late differentiation stage (cluster 8) were found in *Isl1CKO* compared to control cells (Additional file 1: Fig. S4c), indicating differentiation arrest in the α-cell lineage. Motif enrichment transcription factor target analysis [41] showed that ISL1 and FEV were the top ranking transcription factors associated with differentially expressed genes in *Isl1CKO* together with transcription factors essential for endocrine specification, regulatory factor X6 (RFX6) [42], and paternally-expressed gene 3, PEG3 (also known as PW1) [43], suggesting a shift in the transcriptomic signature of *Isl1CKO* endocrine cells towards earlier progenitor states (Additional file 6: Dataset S1c).

### H3K4me3 and H3K27me3 patterns are changed at promoter regions in *Isl1CKO*

Since our data demonstrated that the deletion of *Isl1* resulted in a loss of α cells and enrichment of endocrine progenitor populations, we then asked whether *Isl1* elimination affected the epigenetic basis of endocrine cell identity in the pancreas. 

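Over a whole list of marker genes, α-cell genes were lower in *Isl1CKO* at E14.5, and some progenitor markers were higher. Of 24 α-cell genes, a list that holds the genes the paper names, 13 were lower and 2 were higher at an adjusted p under 0.05 from edgeR (14 lower and 3 higher when adjusted over the list alone), with a median log2 fold change of -0.81. The 2 that were higher are *Gc*, at 3.47, and *Ttr*, which encodes the hormone carrier transthyretin, at 0.80. As a set the α-cell genes ranked low (camera, adjusted p = 1.4e-11, and 2.8e-04 with an estimated correlation). Since the list holds genes that the paper names as lower in these libraries, it is not fully independent evidence. The mean log2 level of the list separated the groups in every library, at 7.52 ± 0.0465 in controls (SD, n = 6) and 6.79 ± 0.139 in *Isl1CKO* (SD, n = 5). Of 19 endocrine progenitor markers, 4 were higher and none was lower (7 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0073, and adjusted p = 0.13 with an estimated correlation). The 19 markers were listed with the paper's values seen, so they are not fully independent evidence either. Of 31 progenitor genes shown in Fig. 6e, 22 were higher and none was lower (31 higher when adjusted over the list alone). The study chose these 31 on these libraries, so they are not independent evidence. Of 11 hepatoblast markers, 2 were higher and none was lower, *Apoa1* (log2 fold change 4.16, adjusted p = 0.044) and *Fgb* (2.42, adjusted p = 0.019), and the set did not pass with an estimated correlation (camera adjusted p = 2.1e-04, and 0.073 with it). The call of *Apoa1* was lost in 10 of 11 cases when 1 library was left out, and without control library 6, the 11th, its log2 fold change was 6.40. Without *Isl1CKO* library 5 that of *Fgb* was 1.75 (adjusted p = 0.052). β-cell transcription factor genes fell in 3 of 16 cases. The paper concludes that α cells were lost and progenitors enriched. Besides such genes it reports the deconvolved proportions of Fig. 6d, immunostaining and RT-qPCR.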

We chose to investigate histone H3 modifications, H3K4me3, a marker of active transcription and H3K27me3, a marker of transcriptional silencing, because of their roles in the regulation of transcription and cell-fate determination [9, 44]. Bivalently H3K4me3 and H3K27me3 marked promoters are associated with transcriptionally inactive genes or genes expressed at very low levels [45]. The presence of both marks keeps genes at a poised state enabling them to be rapidly activated, particularly during embryogenesis and differentiation [44]. We performed chromatin profiling of H3K4me3 and H3K27me3 modifications on FACS-sorted tdTomato^+^ cells from the E14.5 pancreas Cleavage Under Targets and Tagmentation sequencing (CUT&Tag-seq) [46] (experimental design in Fig. 6a). Genome-wide H3K4me3 or H3K27me3 marks were distributed similarly in control and *Isl1CKO* endocrine cells with the majority of H3K4me3 deposition at gene promoter regions, while H3K27me3 peaks were distributed along the promoter, gene body and intergenic regions (Additional file 1: Fig. S4d, e). To correlate H3K4me3 and H3K27me3 modifications with gene expression changes, we focused only on histone modifications at the promoter regions of differentially expressed genes identified in our RNA-seq (P_adj_ < 0.05 and Fold change 50%). We compared the normalized read counts of H3K4me3 or H3K27me3 to identify a variable H3 methylation pattern at promoter regions between control and *Isl1CKO* cells (Fig. 6f, Additional file 1: Fig. S4f). In *Isl1CKO* endocrine cells, downregulated regulatory genes, such as *Mafa, Ripply3, Sorcs1,* and *Mnx1*, were marked by a suppressive H3K27me3 methylation signature in contrast to control cells (Fig. 6g). These downregulated genes were associated with the α-and β-cell lineages (Fig. 6e). 

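*Mnx1*, *Sorcs1* and *Ripply3* were lower in *Isl1CKO* at E14.5, and *Mafa* was lower in every *Isl1CKO* library without passing the test over all genes. *Mnx1*, a homeobox gene of β cells, fell from 357 ± 87.6 scaled counts in controls (SD, n = 6 libraries) to 132 ± 49.5 in *Isl1CKO* (SD, n = 5), a log2 fold change of -1.43 (standard error 0.26, adjusted p = 0.013 from edgeR). *Sorcs1*, which encodes a sorting receptor, fell from 209 ± 57.3 to 86.8 ± 29.8, a log2 fold change of -1.27 (standard error 0.29, adjusted p = 0.044), a call that was lost in 9 of 11 cases when 1 library was left out. *Mafa*, the gene of a transcription factor that drives insulin expression, was at 567 ± 302 in controls and 95.2 ± 91.3 in *Isl1CKO*, a log2 fold change of -2.57 (standard error 0.64, adjusted p = 0.070), and -3.17 without *Isl1CKO* library 3. DESeq2 called it (adjusted p = 0.027). *Pdx1*, which encodes another such factor, had a log2 fold change of -0.71 (adjusted p = 0.026), and its call was lost in 5 of 11 cases when 1 library was left out. These values cover RNA only, and the histone marks were not analysed here.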

Our data confirmed that histone methylation patterns were affected in the absence of *Isl1*, contributing to abnormalities in the regulation of endocrine differentiation in the embryonic pancreas.

### Elimination of *Isl1* results in downregulation of maturation markers of β cells in the *Isl1CKO* pancreas at P9

Next, we analyzed the transcriptome of pancreatic endocrine cells at P9, when a mature functional glucose-stimulated-insulin-secretion phenotype of β cells is acquired [35]. 

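The count of *Isl1* was higher, not lower, in *Isl1CKO* endocrine cells at P9. It sums all exons, so it includes reads from any exon that the floxed allele keeps, and it does not measure the protein. By immunostaining the paper did not detect ISL1 in nuclei of *Isl1CKO* islet cells (Fig. 2r, s). The scaled count of *Isl1* was 3811 ± 515 in controls (SD, n = 5 libraries) and 8037 ± 2455 in *Isl1CKO* (SD, n = 6), a log2 fold change of 1.08 (standard error 0.21, adjusted p = 0.0081 from edgeR; two-sided exact permutation test, p = 0.022). The libraries of the 2 groups overlapped. The effect of *Isl1CKO* on this count differed between P9 and E14.5 by 1.57 on the log2 scale (standard error 0.24, adjusted p = 7.1e-04, interaction term of edgeR over all 22 libraries). Hormone genes took a larger part of the control libraries: the 8 islet hormone genes made up 54.3% ± 2.42 of all counts in controls and 22.0% ± 6.46 in *Isl1CKO* (two-sided exact permutation test, p = 0.00433). TMM scaling, which compares the bulk of genes rather than total counts, gave factors of 0.736 to 0.833 in controls and 1.09 to 1.40 in *Isl1CKO*. The files hold raw counts per gene, made as for E14.5 from 100 sorted cells per library, with 11195637 to 13435089 counts in control libraries and 8477482 to 11439791 in *Isl1CKO* libraries. Of 27504 genes, 13964 had enough counts for the test.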

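*Npy*, *Dapl1*, *Csf1* and *Grk5* were among the genes that fell furthest in *Isl1CKO* at P9. *Npy*, the gene for neuropeptide Y, fell from 642 ± 404 scaled counts in controls (SD, n = 5 libraries) to 2.29 ± 2.32 in *Isl1CKO* (SD, n = 6), a 272-fold difference (log2 fold change -8.09, adjusted p = 2.6e-06 from edgeR). *Grk5*, which encodes a kinase of G protein-coupled receptors, was 19.4-fold lower, and *Dapl1* was 50.1-fold lower. *Csf1*, the gene for macrophage colony-stimulating factor, was 21.9-fold lower. Single libraries moved these last 2 folds: without *Isl1CKO* library 2 the log2 fold change of *Dapl1* went from -5.65 to -6.39 and that of *Csf1* from -4.45 to -5.90, and without control library 3 that of *Csf1* was -3.63 (adjusted p = 0.057). Of 13964 genes tested, 671 changed, 372 of them higher and 299 lower in *Isl1CKO*. In 751 of the genes tested, 5.38%, the libraries of the 2 groups did not overlap. Among protein-coding genes with a mean of 50 or more scaled counts and a fold change over 1.5 or under 0.5, 463 changed, 288 of them higher and 175 lower. DESeq2 called 911 genes higher and 766 lower. The split between higher and lower depended on the scaling. With total counts only, the median log2 fold change of all genes was 0.68, and 3824 genes were higher and 151 lower. With totals that leave out the 8 hormone genes, the median was -0.095, and 289 were higher and 469 lower. Directions given for P9 are relative to the TMM scaling, under which the median was 0.023.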

We identified 1049 protein-coding genes differentially expressed in endocrine cells, comparing *Isl1CKO* to controls (Fig. 7a; Additional file 6: Dataset S1d). 

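Insulin, glucagon, pancreatic polypeptide and somatostatin transcripts all fell in *Isl1CKO* endocrine cells at P9. *Ins2* took 35.1% ± 3.62 of all counts in controls (SD, n = 5 libraries) and 13.61% ± 4.68 in *Isl1CKO* (SD, n = 6), and *Ins1* took 10.2% ± 0.734 and 4.76% ± 1.29. In scaled counts, *Ins1* was 3.30-fold lower and *Ins2* 3.97-fold lower (adjusted p = 3.6e-04 and 4.3e-04 from edgeR). They are paralogs, and reads that map to both were not counted. *Gcg* fell from 3.55% ± 2.13 of the counts to 0.0780% ± 0.142, a 45.6-fold lower share, with a log2 fold change of -6.03 in scaled counts (standard error 1.02, adjusted p = 0.0026). *Ppy*, the gene for pancreatic polypeptide, fell from 1.42% ± 0.578 to 0.176% ± 0.255 (log2 fold change -3.53, adjusted p = 0.016). *Isl1CKO* library 2 alone held most of the *Gcg* and *Ppy* counts of its group, and without it the log2 fold changes were -8.13 and -4.84. *Sst*, the gene for somatostatin, held 3293 counts over the control libraries and 3 over the *Isl1CKO* libraries, a ratio of 1786 after scaling (95% counting interval 611 to 8665). All 3 lay in *Isl1CKO* library 3, and the interval covers counting error only, not the spread between libraries. *Iapp*, the gene for islet amyloid polypeptide, took 2.63% ± 0.224 and 2.72% ± 0.641 of the counts and did not differ (two-sided exact permutation test, p = 0.766), but as a percentage of the counts without the hormone genes it fell by 2.25 points (p = 0.0115, same test, adjusted over the 8 genes). Genes of the secretion machinery fell too. *Gpr119*, which encodes a receptor that raises cyclic AMP, had a log2 fold change of -3.72 (adjusted p = 0.0061), and *Sytl4*, the gene for the granule protein granuphilin, one of -2.44 (adjusted p = 0.0011). Of 27 genes of insulin secretion, 9 were lower and 1 was higher (12 lower and 1 higher when adjusted over the list alone; camera adjusted p = 9.1e-06, and 0.040 with an estimated correlation). The higher gene is *Snap25*, which encodes a membrane fusion protein. The 27 genes were listed with the paper's values seen, so they are not fully independent evidence. Of the 24 genes of Dataset S1e, which the study chose on these libraries and which are not independent evidence, 19 were lower and none was higher (24 lower when adjusted over the list alone).

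**Figure D3:**
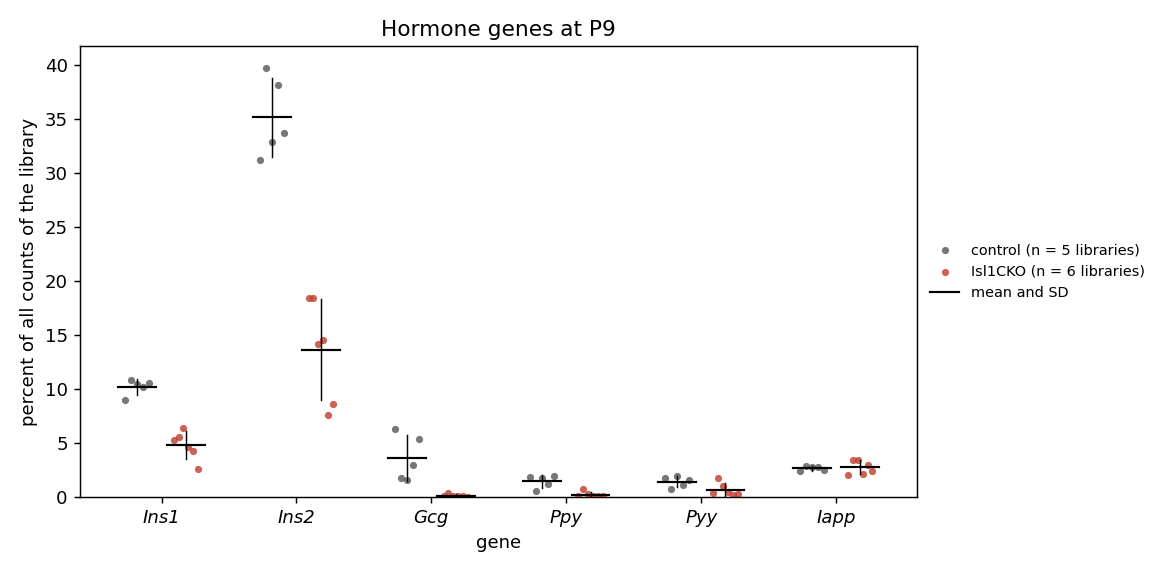
Percent of all counts of each P9 library taken by 6 hormone genes, for 5 control and 6 *Isl1CKO* libraries. Horizontal lines are means and vertical lines SDs. *Ins1*, *Ins2* and *Gcg* are lower in every *Isl1CKO* library than in every control library, and the shares of *Iapp* overlap.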

GO analysis of the differentially downregulated genes showed a sustained downregulation of gene classes involved in insulin secretion, peptide secretion, and transport, including reduced levels of all major hormone transcripts *Gcg, Ins1, Ins2, Ppy*, and *Sst* (Fig. 7b, c; Additional file 6: Dataset S1e). The deficiency in endocrine hormone production corresponds with observed abnormalities in the islets of Langerhans and severe postnatal diabetic phenotype of *Isl1CKO* (Fig. 2). Although differentiated insulin-producing ß cells were found in *Isl1CKO*, we next wanted to elucidate the maturation state of these cells. Some of the transcription factors that have been reported to regulate mature ß-cell function, such as *Mafa, Pparg, Bcl6, Pdx1* [38], together with mature ß-cell markers *Ucn3, Slc2a2, Trpm5,* and *G6pc2* [35, 47] were downregulated in *Isl1CKO* (Fig. 7c, Additional file 6: Dataset S1d), suggesting abnormalities in the transition between immature and mature ß cells. 

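Transcripts of mature β cells fell in *Isl1CKO* at P9, by 48.6-fold for the transcription factor gene *Mafa* and by 30.6-fold for the ion channel gene *Trpm5*. *Mafa*, on chromosome 15 of GRCm38 from 75745490 to 75748228, was at 2438 ± 787 scaled counts in controls (SD, n = 5 libraries) and 50.6 ± 48.8 in *Isl1CKO* (SD, n = 6), a log2 fold change of -5.60 (standard error 0.68, adjusted p = 2.0e-04 from edgeR). *Ucn3*, the gene for urocortin 3, a peptide of mature β cells, fell from 7556 ± 1870 to 391 ± 310 (log2 fold change -4.27, adjusted p = 8.5e-05). *G6pc2*, which encodes an islet glucose-6-phosphatase, was 5.56-fold lower, and *Slc2a2*, which encodes the glucose transporter GLUT2, was 3.32-fold lower. *Pdx1*, the gene of a transcription factor of β-cell identity, fell from 1858 ± 206 to 678 ± 188 (log2 fold change -1.46, adjusted p = 3.4e-04). In these 6 genes every *Isl1CKO* library lay below every control library. *Pparg*, which encodes a nuclear receptor, and *Bcl6*, which encodes a repressor, were low in both groups and did not pass. *Pparg* had 44.1 ± 38.6 scaled counts in controls and 3.59 ± 5.43 in *Isl1CKO* (log2 fold change -3.59, adjusted p = 0.062, and -2.97 without control library 3), and *Bcl6* had 26.2 ± 13.2 and 10.2 ± 3.19 (-1.34, adjusted p = 0.23). DESeq2 called both (adjusted p = 0.0060 and 0.049). Of 18 markers of β-cell maturation, 12 were lower and 1 was higher (12 lower and 3 higher when adjusted over the list alone; camera adjusted p = 9.3e-11, and 0.016 with an estimated correlation). The higher one is *Esrrg*, which encodes an oestrogen-related receptor, at a log2 fold change of 2.58, a call that was lost in 4 of 11 cases when 1 library was left out (log2 fold change 3.20 without control library 2). Of 15 β-cell transcription factor genes, 2 were lower and 2 higher. The 18 markers and these 15 genes were listed with the paper's values seen, so they are not fully independent evidence.

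**Figure D4:**
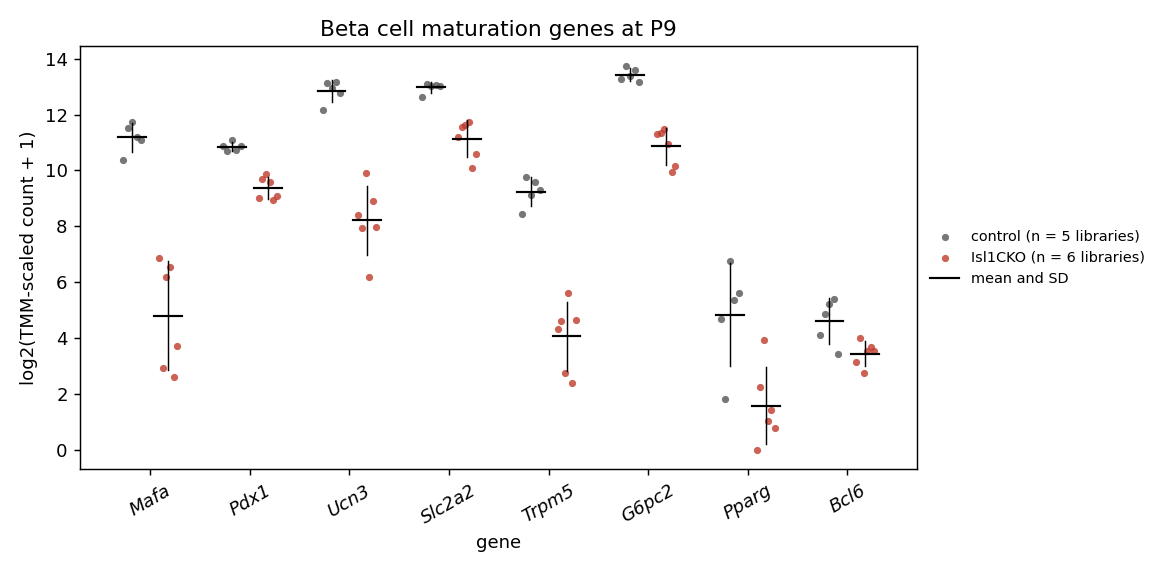
Counts of 8 genes of mature β cells in single P9 libraries, as log2(TMM-scaled count + 1), for 5 control and 6 *Isl1CKO* libraries. Horizontal lines are means and vertical lines SDs of the log2 values. The groups separate for *Mafa*, *Pdx1*, *Ucn3*, *Slc2a2*, *Trpm5* and *G6pc2* and overlap for *Pparg* and *Bcl6*.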

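*Wif1* and *Dkk3* rose in *Isl1CKO* endocrine cells at P9. *Wif1*, which encodes a secreted Wnt inhibitor, held 4 counts over the 5 control libraries and 2434 over the 6 *Isl1CKO* libraries, a log2 fold change of 8.28 (standard error 0.66, adjusted p = 4.4e-06 from edgeR). *Dkk3*, of the dickkopf family of Wnt modulators, rose from 15.8 ± 19.9 scaled counts in controls (SD, n = 5) to 383 ± 158 in *Isl1CKO* (SD, n = 6), a log2 fold change of 4.56 (standard error 0.64, adjusted p = 6.1e-04), and of 5.74 without control library 5, which held 51.0. *Tgfbr3*, which encodes a co-receptor of TGF-β, and *Tab3*, which encodes an adaptor of its signalling, did not pass over all genes. *Tgfbr3* was at 125 ± 56.5 and 361 ± 254 scaled counts (log2 fold change 1.53, adjusted p = 0.072) and *Tab3* at 54.0 ± 21.4 and 150 ± 64.5 (1.47, adjusted p = 0.074). DESeq2 called both (adjusted p = 0.021 and 0.0032). Adjusted over the list alone, all 4 genes were higher, but the study chose them on these libraries, so this is not independent evidence. The effect on *Wif1* was larger at P9 than at E14.5 by 6.93 on the log2 scale (adjusted p = 3.7e-05, interaction term of edgeR).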

PDX1 is critical for inducing and maintaining ß-cell maturation and identity by regulating target genes, such as *Slc2a2*, *Mafa*, and *Ins1* [48, 49]*.* The immature state of the ß-cell population in *Isl1CKO* was further indicated by the increase of *Wif1, Dkk3, Tgfbr3*, and *Tab3* associated with Wnt and TGF-ß signaling pathways that are normally downregulated in mature ß cells [38]. Furthermore, the most enriched GO categories for the upregulated transcripts in *Isl1CKO* endocrine cells were involved in biological processes related to development (Fig. 7b, Additional file 6: Dataset S1e). 

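The genes that rose most in *Isl1CKO* cells at P9 were near silent in controls. *Wfdc10*, which encodes a whey acidic protein family member, held no counts in the 5 control libraries and 1229 over the 6 *Isl1CKO* libraries, at least 252-fold higher against a floor of 3 counts over the control group. *Rarres1*, a retinoic acid responder gene, held 3 and 2617 counts, a ratio of 536 after scaling (95% counting interval 183 to 2601). *Cartpt*, the gene for a neuropeptide, rose from 30.2 ± 27.6 scaled counts in controls (SD, n = 5) to 2389 ± 2605 in *Isl1CKO* (SD, n = 6), a log2 fold change of 6.29 (adjusted p = 6.9e-04 from edgeR), and of 5.55 without *Isl1CKO* library 3. The monooxygenase gene *Moxd1* had a log2 fold change of 6.37 and the metalloreductase gene *Steap4* one of 6.86. *Dcdc2a*, a gene of ductal cilia, rose from 170 to 1273 scaled counts (log2 fold change 2.90, adjusted p = 8.4e-05), but it was the only one of 8 ductal and trunk markers to pass (3 higher when adjusted over the list alone). *Cldn5*, a tight junction gene known from endothelium, had a log2 fold change of 5.30. The other 3 endothelial genes tested did not pass: *Esam* at 2.15 (adjusted p = 0.081), *Egfl7* at 0.063 (1.32 without control library 5) and *Ramp2* at -0.41. The mean log2 level of the 4 genes was higher in every *Isl1CKO* library than in every control library, by 1.37 (two-sided exact permutation test, p = 0.00433), and as a set they did not pass (camera, adjusted p = 0.063). GO terms were not recomputed here.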

Consistent with an immature transcriptomic signature, *Isl1CKO* endocrine cells displayed an enrichment for genes defining intermediate endocrine progenitors, such as *Fev, Tle1, Evpl, Sez6l, Gc,* and *Vim* (Fig. 7d, Additional file 6: Dataset S1f), suggesting abnormalities in the progression of endocrine cell differentiation.

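Some of the progenitor transcripts that rose in *Isl1CKO* cells at E14.5 were also higher at P9, among them *Fev* and *Vim*. *Fev* was 16.5-fold higher, from 57.1 ± 41.6 scaled counts in controls (SD, n = 5 libraries) to 944 ± 307 in *Isl1CKO* (SD, n = 6), with a log2 fold change of 4.04 (standard error 0.60, adjusted p = 9.9e-04 from edgeR). This effect was larger at P9 than at E14.5 by 3.02 on the log2 scale (adjusted p = 0.0054, interaction term of edgeR). *Tle1*, which encodes a transcriptional co-repressor, was 4.89-fold higher (adjusted p = 0.0011), and *Evpl*, which encodes envoplakin, was 5.54-fold higher (adjusted p = 0.0093). *Vim* rose from 113 ± 93.3 to 871 ± 599 (log2 fold change 2.95, adjusted p = 0.025), *Gc* from 181 ± 63.9 to 782 ± 798 (2.11, adjusted p = 0.031) and *Sez6l*, a gene of neuronal and islet cells, from 1174 ± 298 to 2211 ± 303 (0.91, adjusted p = 0.0047). The calls of *Vim* and of *Gc* were each lost in 4 of 11 cases when 1 library was left out, and without *Isl1CKO* library 1, which held 2367, the log2 fold change of *Gc* was 1.36 (adjusted p = 0.039). Of 18 endocrine progenitor markers, 4 were higher and 2 lower (8 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.013, and adjusted p = 0.090 with an estimated correlation). These 18 were listed with the paper's values seen, so they are not fully independent evidence. Of 43 genes of Dataset S1f, chosen by the study on these libraries and not independent evidence, 34 were higher and none was lower. Of 30 genes of Fig. 6e, which the study chose at E14.5, 12 were higher and 1 was lower at P9 (19 higher and 1 lower when adjusted over the list alone; camera adjusted p = 1.5e-10, and 9.6e-04 with an estimated correlation), and *B2m* did not pass (adjusted p = 0.12). A comparison that shares no library takes the E14.5 calls to the P9 data. Of 87 genes higher at E14.5 and tested at P9, 28 were higher at P9, where 2.32 were expected (Fisher's exact test, p = 3.6e-23), and of 122 genes lower at E14.5, 38 were lower at P9, where 2.58 were expected (p = 2.3e-34). Over 17265 genes tested at the 2 ages together, the effect of *Isl1CKO* differed between the ages in 359, more positive at P9 in 212 and more negative in 147 (164 and 239 with totals that leave out the 8 hormone genes). From these higher progenitor genes, beside the lower maturation genes, the paper proposes that endocrine differentiation does not progress normally.

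**Figure D5:**
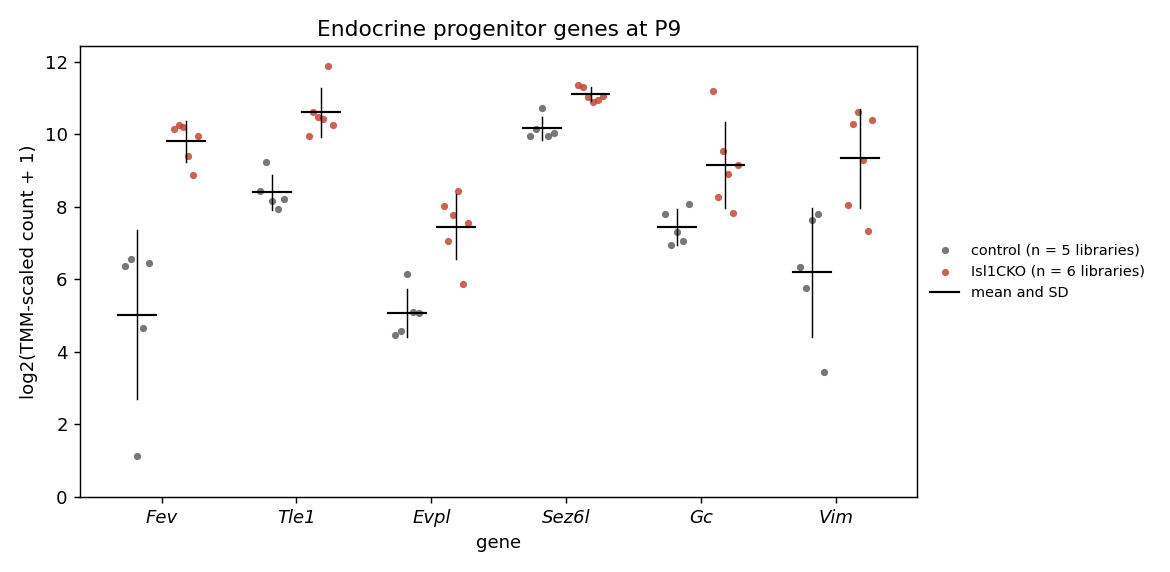
Counts of 6 progenitor genes in single P9 libraries, as log2(TMM-scaled count + 1), for 5 control and 6 *Isl1CKO* libraries. Horizontal lines are means and vertical lines SDs of the log2 values. The groups separate for *Fev*, *Tle1* and *Sez6l* and overlap for *Evpl*, *Gc* and *Vim*.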

**Fig. 7:**
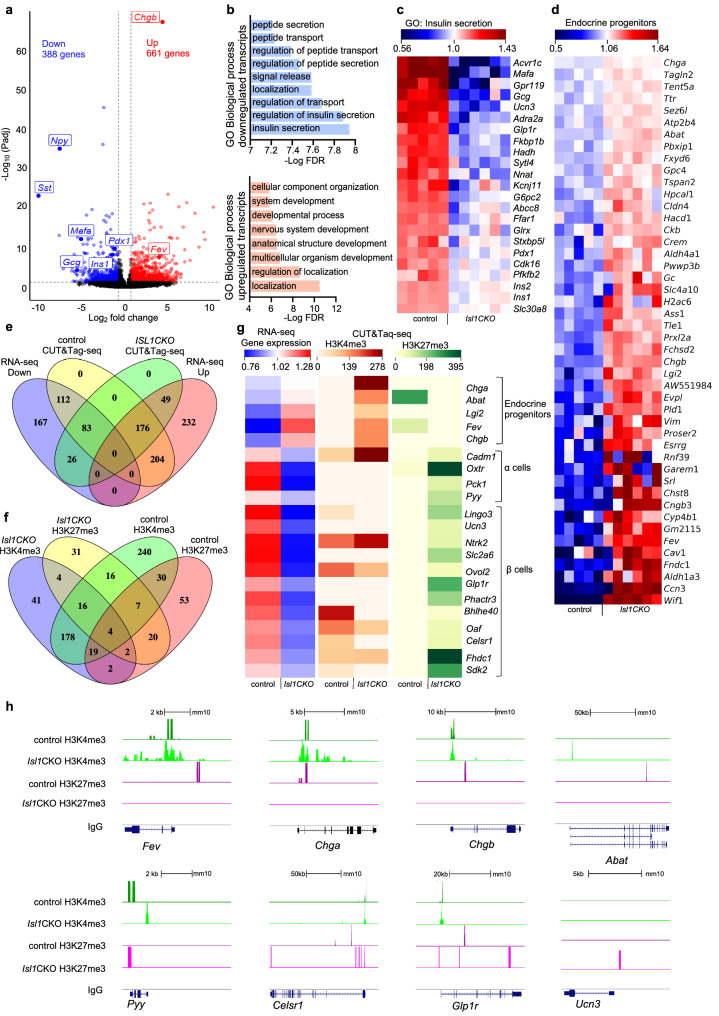
ISL1 modulates expression profiles of endocrine cells in the P9 pancreas.** a** Volcano plot shows differentially expressed genes (Padj < 0.05 (displayed as –log_10_) and log_2_ fold change − 1 and 0.585) identified by RNA sequencing in 100 FACS-sorted endocrine cells from the P9 pancreas of *Isl1CKO* (n = 6) in comparison to the control (n = 5). Complete list of genes in Supplementary Dataset 1d. **b** The most enriched Gene Ontology (GO) biological processes for downregulated and upregulated genes identified by RNA-seq. Complete list of genes for the GO terms in Supplementary Dataset 1e. **c** Heatmap of insulin secretion genes from the GO analysis shows expression levels for each sample. **d** Heatmap shows the top upregulated genes in P9 endocrine cells of *Isl1CKO* that were found enriched in E14.5 endocrine progenitors of *Isl1CKO* based on deconvolution analyses (Supplementary Dataset 1f). **e** Venn diagram representing the overlap of genes with differential expression (RNA-seq) and genes with H3K4me3 and/or H3K27me3 marks (CUT&Tag-seq) in their promoter regions (± 3 kb from the TSS) in control and *Isl1CKO* endocrine cells at P9. **f** Overlap between H3K4me3 and H3K27me3 modifications in the promoter regions of differentially expressed genes in control and *Isl1CKO* endocrine cells. **g** Heatmap shows the selection of differentially expressed genes identified by RNA-seq (average expression level per control and *Isl1CKO*) correlating to differences in H3K4me3 and H3K27me3 modification patterns at their promoter regions (± 3 kb from the TSS) between control and *Isl1CKO* pancreatic endocrine cells at P9. **h** Genome track view of representative gene loci showing H3K4me3 (green), H3K27me3 (magenta), and negative antibody control IgG (grey) normalized read peaks based on CUT&Tag-seq data. The presence of both marks at the promoter region, representing a poised state, is shown in control cells for *Fev, Chga, Chgb,* and *Abat* genes associated with endocrine progenitors. In contrast, a poised state is shown at promoter regions of genes *Pyy* (α cells); *Celsr1,* and *Glp1r* (markers of ß cells) in *Isl1CKO* but not control cells. A silencing H3K27me3 mark is located at the promoter region of a key ß-cell maturation marker *Ucn3* only in *Isl1CKO* cells

To determine whether the absence of *Isl1* had an impact on the chromatin architecture of postnatal endocrine cells, we performed CUT&Tag-seq of H3K4me3 and H3K27me3 marks in FACS-sorted tdTomato^+^ cells from the P9 pancreas (Additional file 1: Fig. S5). To correlate changes in gene expression with changes in H3K4me3 and H3K27me3 patterns in *Isl1CKO* endocrine cells, we focused on H3 methylation states in the promoter regions of differentially expressed genes at P9 (Fig. 7e). 62% of differentially expressed genes were found to have either or both H3K4me3 and H3K27me3 marks at their promoter regions, and 64% of those genes acquired distinct H3 modification patterns between control and *Isl1CKO* (Fig. 7e, f). Next, we correlated distinct H3K4me3 and H3K27me3 modifications at the promoter regions with changes in expression of signature genes associated with endocrine progenitors, α and ß cells (Fig. 7g). We identified transcription activator H3K4me3 marks at the promoter regions of endocrine progenitor genes, which had upregulated expression in *Isl1CKO* cells in contrast to these genes in endocrine cells from control mice which exhibited a suppressive histone methylation pattern associated with either loss of H3K4me3 or acquisition of H3K27me3 marks. Notably, the promoter of the signature gene *Fev,* characterizing the endocrine progenitor lineage [5, 36, 37], was transcriptionally poised in endocrine cells from the control pancreas by acquiring a suppressive methylation mark H3K27me3 (Fig. 7g, h). Consistently, a silencing methylation signature of H3K27me3 was acquired by control endocrine cells at promoter regions of *Chgb* and *Chga.* Although *Chga* and *Chgb* are often utilized as markers of differentiated endocrine lineages, these genes were highly expressed in *Isl1CKO* endocrine cells compared to controls, presumably reflecting an immature endocrine lineage expression profile [36]. 

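The granin genes *Chgb* and *Chga*, whose proteins help to form secretory granules, were higher in *Isl1CKO* at P9. *Chgb* rose 21.5-fold, from 12060 ± 2026 scaled counts in controls (SD, n = 5 libraries) to 259471 ± 78597 in *Isl1CKO* (SD, n = 6), a log2 fold change of 4.43 (standard error 0.24, adjusted p = 1.6e-07 from edgeR). *Chga* rose from 94888 ± 7805 to 169226 ± 20572, a log2 fold change of 0.83 (standard error 0.12, adjusted p = 7.0e-04). Every *Isl1CKO* library lay above every control library for both. The effect on *Chgb* was larger at P9 than at E14.5 by 3.52 on the log2 scale (adjusted p = 1.0e-08, interaction term of edgeR), while for *Chga* the difference between the ages did not pass (0.19, adjusted p = 0.61). Not all genes of this class rose: of 18 granins, prohormone processing and neuropeptide genes, 7 were higher and 3 lower (8 higher and 5 lower when adjusted over the list alone). *Scg2*, which encodes secretogranin II, had a log2 fold change of -2.40 (adjusted p = 9.6e-04), and *Pam*, which encodes the enzyme that amidates peptides, one of 1.17 (adjusted p = 2.2e-04). As a set these genes did not rank high or low (camera, adjusted p = 0.062).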

In correlation with epigenetic repression by H3K27me3, these genes exhibited diminished expression in control cells compared to *Isl1CKO*. Thus, these observations suggested that control cells are becoming terminally differentiated compared to those of *Isl1CKO*. In *Isl1CKOs*, we found a bivalent state at promoter regions of several downregulated ß- and α-cell genes, including *Celsr1*, *Glp1r*, and *Pyy* (Fig. 7g, h). 

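*Glp1r*, which encodes the receptor for glucagon-like peptide 1, fell 7.55-fold in *Isl1CKO* at P9, from 8723 ± 2331 scaled counts in controls (SD, n = 5 libraries) to 1155 ± 600 in *Isl1CKO* (SD, n = 6). Its log2 fold change was -2.92 (standard error 0.39, adjusted p = 4.5e-04 from edgeR). *Celsr1*, a cadherin gene of planar cell polarity, was lower in every *Isl1CKO* library, with means of 78.4 and 20.0, but did not pass over all genes (log2 fold change -1.97, standard error 0.63, adjusted p = 0.093). *Pyy* was at 193913 ± 62349 and 61973 ± 61904 and did not pass either (log2 fold change -1.65, standard error 0.54, adjusted p = 0.099). DESeq2 called both (adjusted p = 0.0073 and 0.048). Without *Isl1CKO* library 2, where the counts of *Pyy* reached 89.0% of the control mean, the log2 fold change of *Pyy* was -2.29 (adjusted p = 0.0097 from edgeR).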

Interestingly, a silencing methylation signature of H3K27me3 was uniquely acquired at the promoter region of a key ß-cell maturation marker *Ucn3* in *Isl1CKO* cells, indicating the contribution of epigenetic repression to the regulation of ß-cell maturation.

### ISL1 directly targets regulatory elements of critical genes involved in endocrine development

To understand the molecular modes of action of ISL1 during endocrine development, we then performed ISL1 CUT&Tag-seq to map the genome-wide binding of ISL1 in FACS-sorted tdTomato^+^ cells of the E14.5 pancreas (Additional file 7: Dataset S2). In peak calling, 31,445 ISL1-occupied loci were identified. ISL1 binding sites were found at both promoter and non-promoter regions, with approximately 29% of ISL1-loci were annotated within 3 kb from the transcription start site (TSS) of a gene, 36% of ISL1-loci detected in introns and exons, and 35% in distal intergenic regions (Fig. 8a, Additional file 1: Fig. S6a). Comparing the distribution of H3K27me3 loci and ISL1 loci at gene promoters between control and *Isl1CKO* mutant, we found that approximately 6.5% (2031 loci) and 5% (1569 loci) of ISL1-binding sites were associated with differential H3K27me3 depositions at promoter regions between control and *Isl1CKO*, respectively (Fig. 8b). Identified ISL1-loci were annotated to 13,577 genes. Many genes with ISL1 bound at their promoter regions represent critical regulators in development, such as transcription factors, signaling molecules, epigenetic modifiers, and members of the SWI/SNF chromatin remodeling complex. These ISL1 targets included key regulators in pancreatic endocrine development, such as *Pax6, Mafb, Nkx6.2, Insm1, Sox9, Arx, Fev, Nkx6.1, Foxa2, Neurod1, Rfx3,* and *Rfx6* [1]. Among the most enriched transcription factor motifs at the sites occupied by ISL1 were consensus binding sites for the E2F family, KLF14, and NKX6.1 (Fig. 8c). For example, NKX6.1 is essential for both early and late stages of pancreatic development with a critical role in the formation of β cells [50–52], KLF14 is an important regulator of metabolic diseases, such as diabetes and obesity[53, 54], and E2F3 activates β-cell proliferation [55]. High percentage of ISL1-bound regions were enriched for transcription factor PDX1 motif, β-cell-fate determining transcription factor [49], and NKX2.2 and RFX6 essential for endocrine cell development and β-cell-fate [56–58]. To investigate ISL1 activity further, we compared genes with differential histone H3K27me3 patterns between control and *Isl1CKO*, genes with ISL1 binding sites, and differentially expressed genes identified from RNA-seq (Fig. 8d). 73% genes deregulated in *Isl1CKO* endocrine cells were bound by ISL1. 53% downregulated genes were associated with *Isl1CKO*-distinctive H3K27me3 marks and were bound by ISL1, indicating an intriguing association between *Isl1* deficiency and H3K27me3 repressive epigenetic state. The most enriched GO Biological processes for ISL1-bound genes with *Isl1CKO*-distinctive H3K27me3 depositions were related to cell fate determination, embryonal development, and morphogenesis (Additional file 1: Fig. S6b). In contrast, only 13% of ISL1-bound upregulated genes (14 genes) exhibited distinctive H3K27me3 modifications. NKX6.1, a homeobox-containing transcription factor, was found to be one of the most enriched motifs with a high percentage of ISL1 peaks and H3K27me3 depositions (Fig. 8e). NKX6.1, the ISL1 target gene, plays a crucial role in regulating the chronological development of different endocrine cell types [50], and initiates and maintains β cell-specific gene expression programs while repressing programs of alternative endocrine lineages [52]. These data indicate that ISL1 and NKX6.1 may interact during pancreas endocrine cell development. *Isl1CKO*-distinctive H3K27me3 signatures were found in 48 downregulated ISL1 target genes, which are key regulators of endocrine development, including *Mafa, Ripply3, Sorcs1, Phox2b, Eya1*, and *Mnx1* (Fig. 8f). In contrast, distinctive silencing H3K27me3 marks observed in control endocrine cell samples were detected in 13 upregulated ISL1 targets, including *Vim* and an inhibitor of the PBX1 homeodomain transcription factor, *Pbxip1* [59] (Fig. 8f). It is worth noting that some endocrine progenitor signature genes that were upregulated in *ISL1CKO* contained ISL1 binding sites at their promoter regions, among them *Fev*, *Apoe*, *Chgb*, *Chga, B2m*, *Gprc5a*, *Wif1*, and *Ttr* (genes are marked by asterisks in Fig. 6e; Additional file 7: Dataset S2). These data indicate that *Isl1* deficiency was associated with the remodeling of epigenetic H3K27me3 marks and altered gene expression levels of ISL1 target genes, contributing to the dysregulation of endocrine development in *Isl1CKO* mice.

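*Eya1*, which encodes a transcriptional co-activator with phosphatase activity, fell in *Isl1CKO* at E14.5, from 243 ± 76.5 scaled counts in controls (SD, n = 6 libraries) to 82.8 ± 28.6 in *Isl1CKO* (SD, n = 5), a log2 fold change of -1.55 (standard error 0.30, adjusted p = 0.020 from edgeR). At P9 it did not pass (log2 fold change 1.26, adjusted p = 0.28), and the 2 effects differed by 2.82 on the log2 scale (adjusted p = 0.022, interaction term of edgeR). Without *Isl1CKO* library 3 the adjusted p at E14.5 was 0.056. ISL1 binding and histone marks were not analysed here.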

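Progenitor genes rose to a different extent in *Isl1CKO* at E14.5, and some of those named did not pass. *Ttr*, the gene for transthyretin, rose from 54136 ± 4783 scaled counts in controls (SD, n = 6 libraries) to 93970 ± 10410 in *Isl1CKO* (SD, n = 5), a log2 fold change of 0.80 (standard error 0.0756, adjusted p = 8.7e-05 from edgeR). *Pbxip1*, a progenitor gene of the paper's Fig. 6e, rose 2.06-fold, from 733 ± 162 to 1509 ± 63.9 (adjusted p = 8.4e-04), and *B2m*, a part of the class I antigen complex, rose 2.07-fold, from 259 ± 62.4 to 535 ± 148 (adjusted p = 0.024). The call of *B2m* was lost in 4 of 11 cases when 1 library was left out. *Apoe*, the gene for a lipid carrier, had a log2 fold change of 0.88 (adjusted p = 0.15), and of 0.18 (adjusted p = 0.97) without *Isl1CKO* libraries 3, 4 and 5, where macrophage markers were high. *Gprc5a*, which encodes an orphan receptor, had one of 1.10 (adjusted p = 0.061) and *Wif1* one of 1.41 (adjusted p = 0.063). Over all libraries DESeq2 called these 3 genes (adjusted p = 0.039, 0.0038 and 0.0037).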

**Fig. 8:**
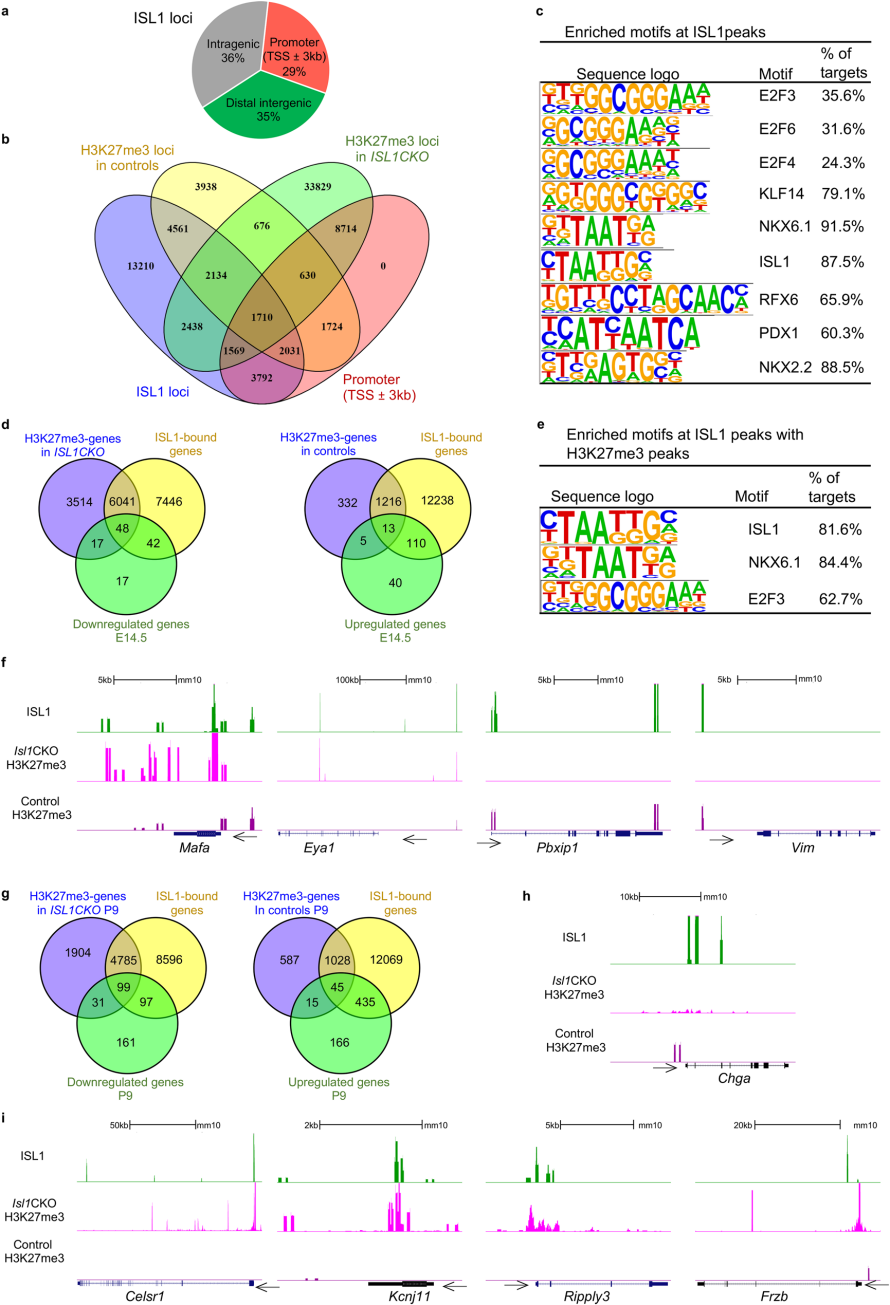
ISL1 binds regulatory elements of critical developmental genes and reprograms the H3K27me3 landscape in endocrine cells. **a** Pie chart showing genomic distribution of ISL1 loci. **b** Venn diagram indicating overlap of ISL1-loci, and of distinctive H3K27me3 loci from pairwise comparisons control and *Isl1CKO* endocrine cells at E14.5 in promoter regions (Additional file 7: Dataset S2). **c** Sequence logos of the significantly enriched motifs against ISL1 peaks (2 kb areas) from Homer FindMotifsGenome analysis. Percent of target sites in ISL1 peaks is indicated. **d** Venn diagrams illustrating intersection of ISL1-bound genes, genes with differential H3K27me3 depositions from pairwise comparisons of control and *Isl1CKO* endocrine cells at E14.5, and differentially expressed genes at E14.5 identified from RNA-seq data. **e** Sequence logos of the significantly enriched motifs against ISL1 peaks containing H3K27me3 peaks (2 kb areas) from Homer FindMotifsGenome analysis. **f** Genome track view of representative gene loci showing ISL1 and H3K27me3 normalized read peaks based on CUT&Tag-seq data from E14.5 endocrine cells (an arrow indicates a TSS). The presence of both marks at the promoter region indicates overlapping occupancy of silencing methylation signature of H3K27me3 and ISL1. **g** Venn diagrams indicating overlap of ISL1-bound genes and genes with distinctive H3K27me3 depositions from pairwise comparisons P9 control and *Isl1CKO* endocrine cells, and differentially expressed genes identified from RNA-seq data at P9 (Additional file 8: Dataset S3). **h** and **i** Genome track view of representative gene loci showing ISL1 and H3K27me3 normalized read peaks based on CUT&Tag-seq data. The presence of both marks at the promoter region indicates overlapping occupancy of silencing methylation signature of H3K27me3 and ISL1 in upregulated (h) and downregulated (i) genes. Samples used for comparison: ISL1-CUT&Tag-seq E14.5 endocrine cells, and H3K27me3-CUT&Tag-seq P9 endocrine cells

Next, we wanted to investigate the extent of shared ISL1-bound genes between embryonic E14.5 endocrine cells and functionally matured P9 endocrine cells. To accomplish this, we compared the set of ISL1-bound genes with genes that displayed differential H3K27me3 patterns between P9 control and *Isl1CKO*, as well as differentially expressed genes identified from RNA-seq data in P9 endocrine cells (Fig. 8g, Additional file 8: Dataset S3). The intersection of the RNAseq data with CUT&Tag data revealed that 73% (480 genes) of upregulated and 51% (196 genes) of downregulated genes were bound by ISL1, respectively. Downregulated genes with ISL1 bound at their promoter regions included genes associated with insulin secretion and β-cell function (Fig. 7b), such as *Abcc8*, *Acvr1c*, *Cdk16*, *Kcnj11*, *Nnat,* and *Mafa* [60, 61]. 

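*Abcc8*, *Acvr1c*, *Nnat* and *Cdk16* were lower in *Isl1CKO* at P9, while *Kcnj11* did not pass. *Abcc8*, which encodes the sulfonylurea receptor of the ATP-sensitive potassium channel, fell from 5746 ± 442 scaled counts in controls (SD, n = 5 libraries) to 1565 ± 817 in *Isl1CKO* (SD, n = 6), a log2 fold change of -1.88 (standard error 0.34, adjusted p = 0.0044 from edgeR). *Kcnj11*, which lies beside *Abcc8* on chromosome 7 and encodes the pore, was lower in every *Isl1CKO* library, at 377 ± 73.1 and 119 ± 86.2, but did not pass (log2 fold change -1.66, adjusted p = 0.056). DESeq2 called it (adjusted p = 0.014). *Acvr1c* fell 26.6-fold, from 390 ± 149 to 14.6 ± 12.6 (adjusted p = 3.5e-04). *Nnat*, an imprinted gene for a small membrane protein of β cells, fell 5.26-fold, from 2049 ± 680 to 389 ± 192 (adjusted p = 4.8e-04). *Cdk16*, which encodes a cyclin-dependent kinase, fell 2.01-fold (adjusted p = 0.026), a call that was lost in 4 of 11 cases when 1 library was left out.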

ISL1-bound promoters of upregulated genes associated with endocrine progenitor state included *Fev, Chga, Chgb, Cldn4, Pbxip1, Gpc4, Tle1*, and *Wif1* (Additional file 8: Dataset S3). 

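Further genes of the progenitor state rose in *Isl1CKO* at P9. *Gpc4*, which encodes the heparan sulfate proteoglycan glypican 4, rose from 1455 ± 421 scaled counts in controls (SD, n = 5 libraries) to 3612 ± 1074 in *Isl1CKO* (SD, n = 6), a log2 fold change of 1.31 (standard error 0.23, adjusted p = 0.0036 from edgeR). *Cldn4* rose 3.18-fold, from 826 ± 311 to 2624 ± 1731 (adjusted p = 0.021), and *Pbxip1* 2.05-fold, from 667 ± 235 to 1366 ± 224 (adjusted p = 0.012). The call of *Cldn4* was lost in 4 of 11 cases when 1 library was left out. *Abat*, which encodes the enzyme that breaks down GABA, rose 2.02-fold (adjusted p = 0.0075). Promoter binding of ISL1 was not analysed here.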

25% (99 genes) of downregulated genes had ISL1 binding sites and contained *Isl1CKO*-specific-H3K27me3 silencing marks, while 7% (45 genes) upregulated genes had ISL1 binding sites and contained control-specific-H3K27me3 silencing marks (Fig. 8g–i). This analysis revealed a significant enrichment of H3K27me3 silencing marks in ISL1-bound genes that were downregulated in P9 *Isl1CKO* endocrine cells, highlighting the critical role of ISL1 in regulating functional glucose-stimulated-insulin-secretion phenotype of β cells and the diabetic phenotype of *Isl1CKO*.

## Discussion

Cell replacement or in vivo differentiation of cells in the islets of Langerhans necessitate understanding of molecular programs driving pancreatic endocrine differentiation and maturation. Although signaling and transcription factor networks regulating different stages of pancreatic development and differentiation of islet cell types have been well studied, the unique role of transcription factors in programming the epigenome during lineage differentiation is largely unexplored. This study sought to determine how ISL1 regulatory networks control α- and ß-cell differentiation and how *Isl1*-deficiency cause endocrine progenitors to fail to produce functional α- and ß-cells, resulting in the severe diabetic phenotype associated with *Isl1* deletion [31]. Here we show that ISL1 drives α cell differentiation and controls the acquisition of the β-cell mature endocrine phenotype. Using RNA sequencing together with CUT&Tag DNA sequencing, we uncovered changes in the epigenetic landscape of H3K4me3 and H3K27me3 modifications at promoter regions correlating with differential gene expression in *Isl1CKO*. Additionally, we explored multifaceted roles of ISL1 in epigenetic and transcriptional regulations by genome-wide profiling of ISL1 binding. These results indicated that the absence of *Isl1* resulted in changes in transcriptional networks and epigenetic remodeling that may contribute to the regulation of gene expression and abnormalities in endocrine cell differentiation in the pancreas of *Isl1CKO* (see graphic summary in Fig. 9).

**Fig. 9:**
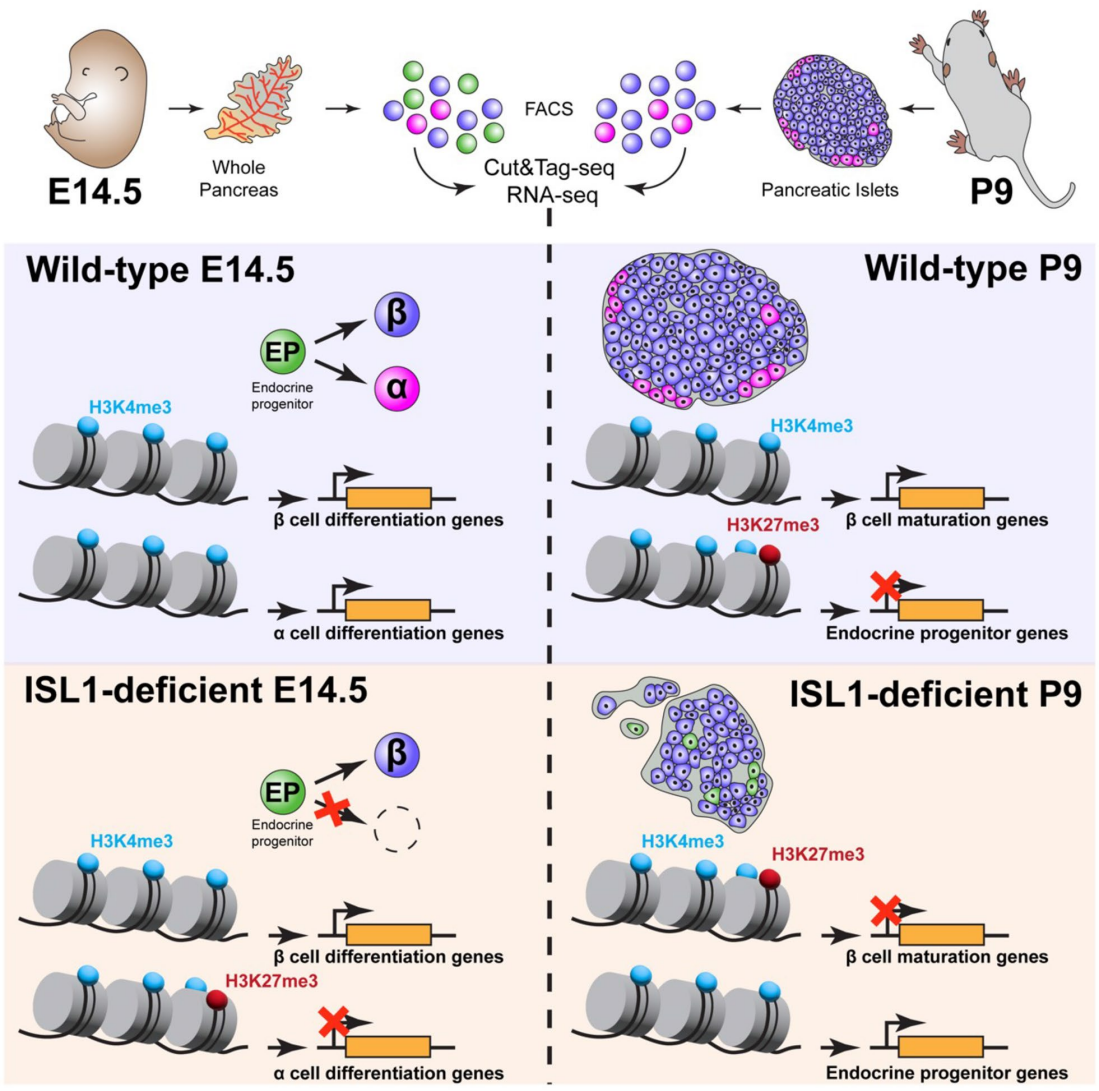
Schematics of changes induced by the elimination of *Isl1* in pancreas development

There are two main contributions of our research to the understanding of ISL1 function. First, we are first to provide the evidence that ISL1 regulates an advancement towards the late stage of α-cell differentiation. Second, we are the first to report that ISL1 controls the maturation of β-cells. In terms of our first main contribution, transcriptome analyses of *Isl1CKO* endocrine cells at E14.5 revealed a shift towards the endocrine progenitor population at the expense of α-cell differentiation during the secondary transition of pancreas development of *Isl1CKO*. We found increased levels of *Fev* in *Isl1CKO* endocrine cells, associated with a transitory intermediate endocrine progenitor population before branching into α and ß differentiated endocrine cell types [25, 36, 37, 39]. For example, FEV^+^ endocrine progenitors co-expressing *Peg10* tend to differentiate into α cells [36]. Our lineage reconstruction clustering analysis showed that α cell development was arrested in the early stage of α-cell differentiation, as we did not find any late α cells associated with high expression of *Mafb*, *Meis2*, and *Scgn* [37, 39] and expression of α-cell fate promoting transcription factors *Peg10* and *Pou6f2* [36, 40] was reduced in *Isl1CKO* endocrine cells. Motif enrichment analyses identified ISL1 and FEV as the top-ranking transcription factors associated with differentially expressed genes in *Isl1CKOs* at E14.5, suggesting possible functional interactions of ISL1 and FEV. *Fev* is an ISL1 direct target gene, as shown by our ISL1 CUT&Tag-seq. We uncovered that ISL1 directly binds promoters of key regulatory genes for pancreatic endocrine development, including *Pax6, Mafb, Nkx6.2, Insm1, Sox9, Arx, Fev, Nkx6.1, Foxa2, Neurod1, Rfx3,* and *Rfx6* [1, 3, 5]*.* Additionally, motif analyses revealed the enrichment of motifs for NKX6.1 [50, 52], RFX6 [42, 56, 58], PDX1 [10, 49], and NKX2.2 [14, 57], critical regulators of endocrine cell development, at the sites occupied by ISL1, suggesting their cooperation with ISL1. Downregulated genes in *Isl1CKO* endocrine cells had enhanced depositions of silencing H3K27me3 in ISL1-bound genes. This suggests that the absence of ISL1 can alter the epigenetic landscape of endocrine cells during differentiation. For example, the ISL1 binding sites and H3K27me3 depositions were associated with downregulated genes defining the α- and β-cell lineages, among them *Mafa, Meis2, Ripply3*[62]*, Eya1, Phox2b*, and *Mnx1*. Distinct regulatory patterns were observed in the upregulated genes associated with intermediate states of endocrine differentiation, including *Chgb, Chga, Vim, Pbxip1*, and *Fev*. Specifically, these genes exhibited ISL1 binding sites and a repressive H3K27me3 mark at their promoter regions in control endocrine cells. Our results further suggested that changes in distinct histone H3K4me3 and H3K27me3 methylation patterns at promoter regions of transcriptional regulators, such as *Mafa, Ripply3, Phox2b*, and *Mnx1* contributed to regulation of gene expression in *Isl1CKO*. Thus, we have shown that deletion of *Isl1* at the onset of endocrine cell formation results in a loss of multiple markers of α-cell identity characterized by the absence of glucagon expressing cells, and in a shift in the transcriptomic signature towards intermediate FEV^+^ progenitor states.

In terms of our second main contribution, ISL1 controls acquisition of the β-cell mature endocrine phenotype. At P9, the characteristic core-mantle organization of the islets with the β-cell core and α cells mainly at the islet periphery was disrupted in *Isl1CKO* together with reduced insulin and PDX1 levels in β cells. Our transcriptome profiling of *Isl1CKO* endocrine cells at P9 demonstrated compromised regulation of insulin secretion, including downregulation of transcription factors *Pdx1* and *Mafa*. Both *Pdx1* and *Mafa* are direct transcriptional targets of ISL1 in adult β cells [31, 62]. Although *Mafa* has been suggested as a possible factor contributing to the development of compromised β cells [31], it cannot explain neonatal diabetic phenotype of *Isl1*-deficient mice. Glucose-regulated insulin secretion, β-cell mass, and islet cell architecture are compromised only in adult mice with pancreas-specific *Mafa* deletion [60], in contrast to the neonatal diabetic phenotype in a β-cell-specific *Pdx1* deletion mutant [63]. Notably, pancreas-specific knockout *Mafa* mice are glucose intolerant but have normal fasting glucose levels [60], whereas loss of PDX1 from pancreatic β cells causes overt hyperglycemia in different models [48, 49, 63]. Based on our results, we postulate that ISL1 regulates PDX1 expression during pancreatic β-cell maturation. PDX1 is critical to induce and maintain ß-cell maturation and identity [48, 49]*.* Compared to endocrine cells from the control pancreas, expression of ß-cell maturation markers, such as *Ucn3, Trpm5,* and *G6pc2* [35, 47], was reduced in *Isl1CKO,* suggesting that ISL1 plays an important role in the maturation of ß cells. Additionally, we found an enrichment of endocrine progenitor signature genes, such as *Fev, Chga/b, Vim, Cldn4,* and *Sez6l* in *Isl1CKO* cells, representing an intermediate transition state endocrine progenitor population [25, 36, 37]. This transcriptional profile indicated that *Isl1CKO* cells might be “trapped” in a transition endocrine progenitor state. Consistent with the immature endocrine transcriptomic signature, loss of *Isl1* was associated with significantly reduced levels of all major hormone transcripts *Gcg, Ins1, Ins2, Ppy*, and *Sst.* In addition, a silencing H3K27me3 modification was uniquely acquired at the promoter region of *Ucn3* in *Isl1CKO* cells. Consistent with the idea that pancreatic endocrine cells display a mature functional glucose-stimulated-insulin-secretion phenotype at P9 [35], signature genes of endocrine progenitors, such as *Fev, Chga*, and *Chgb* [36], which have ISL1 binding sites at their promoter regions, were marked by a suppressive H3K27me3 mark in endocrine cells from the control P9 pancreas in contrast to an active state (H3K27me3^−^ H3K4me3^+^) in *Isl1CKO* cells.

The limitation of this study is that bulk-cell sequencing approaches provide an average of molecular differences from multiple cells. Although we applied the deconvolution method to our bulk-cell RNA-seq data to estimate the cell proportion and transcriptomic signatures of major cell types in the developing pancreas, future single-cell RNA-seq analyses are needed to fully establish molecular differences linked to specific cell states, cell-to-cell variability, and uncover the pathways of cell lineage differentiation affected by *Isl1* deletion.

## Conclusions

Significantly advancing previous research [31], our study has revealed the molecular bases of two different regulatory roles of ISL1 during the development of pancreatic endocrine cells. First, ISL1 controls an α-cell lineage fate. Our lineage reconstruction clustering analysis of *Isl1CKO* endocrine cells showed that α cell development was arrested in the early stage of α-cell differentiation, which was associated with a loss of multiple markers of α-cell identity that was characterized, in turn, by the absence of glucagon expressing cells during the secondary transition at E14.5. Second, ISL1 regulates the acquisition of the β-cell mature phenotype. At P9, when a mature functional glucose-stimulated-insulin-secretion phenotype of β cells is acquired [35], transcriptome profiling of *Isl1CKO* endocrine cells identified downregulation of key ß-cell regulators and mature ß-cell markers. Most importantly this was particularly the case of *Pdx1,* which is necessary for establishing and maintaining mature β cells [49, 63]*.* Additionally*,* an enrichment of endocrine progenitor signature genes towards FEV^+^ intermediate progenitor states indicates a shift in the transcriptomic signature in *Isl1CKO*. Such findings suggest abnormalities in the transition between immature and mature ß cells and correlate with the progressive decline of ß-cell function and diabetic phenotype of *Isl1CKO*. Moreover, our study provides the first insights into the function of ISL1 directly or indirectly orchestrating chromatin remodeling in correlation with gene expression changes during pancreatic endocrine development. Altogether, these results represent compelling evidence that ISL1 transcriptionally and epigenetically controls pancreas endocrine development, affecting α-cell lineage fate decisions and maturation processes of ß cells. Future studies are needed to determine how ISL1 modulates the epigenetic landscape and how *Isl1* deficiency affects transcriptomic signatures of major cell types in the developing pancreas.

## Methods

### Experimental model

Animal experiments were conducted according to protocols approved by the Animal Care and Use Committee of the Institute of Molecular Genetics, Czech Academy of Sciences. All experiments were performed with littermates (males and females) cross-bred from two transgenic mouse lines: floxed *Isl1* [*Isl1*^*f/f*^; *Isl1*^*tm2Sev*^, Stock No: 028501 Jackson Laboratory, [15]], and Neurod1-Cre [Tg(Neurod1-cre)1Able, Stock No: 028364 Jackson Laboratory, [32]]. Lines were maintained on C57BL/6 background. Neurod1-Cre mice do not have any detectable phenotype. Breeding scheme: Female mice *Isl1*^*f/f*^ were crossed with *Isl1*^*f/*+^; *Neurod1-Cre* males, in which, *Neurod1-cre* knock-in allele was inherited paternally to minimize the potential influence of maternal genotype on the developing embryos. *Isl1*^*f/*+^ or *Isl1*^*f/f*^ mice were used as the controls. The reporter tdTomato line (Ai14, B6.Cg-*Gt(ROSA)26Sor*^*tm14(CAG−tdTomato)Hze*^, Stock No: 7914 Jackson Laboratory) was used. Genotyping was performed by PCR on tail DNA (Additional file 1: Table S1). Mice were kept under standard experimental conditions with a constant temperature (23–24 °C) and fed on soy-free feed (LASvendi, Germany). The females were housed individually during the gestation period and the litter size was recorded. Blood glucose levels were measured in animals by glucometer (COUNTOUR TS, Bayer); blood glucose levels maintained above 13.9 mmol/L are classified as diabetic. For total pancreatic insulin content, pancreases were excised, weighed, minced, and homogenized in acid–ethanol. A hormone concentration in extracts was measured by ELISA using Mouse Insulin ELISA kit (Mercodia, Sweden).

### Reverse transcription-quantitative Real-Time Polymerase Chain Reaction

RT-qPCR was performed as described previously [64]. Briefly, total RNA was isolated from the whole pancreas at E12.5 and E14.5 or (n = 8 samples/group) by Trizol RNA extraction. Following RT, quantitative real-time PCR (qPCR) was performed with the initial AmpliTaq activation at 95 °C for 10 min, followed by 40 cycles at 95 °C for 15 s and 60 °C for 30 s, as described. The *Hprt1* gene was selected as the best reference gene for our analyses from a panel of 12 control genes (TATAA Biocenter AB, Sweden). The relative expression of a target gene was calculated based on qPCR efficiencies and the quantification cycle (Cq) difference (Δ) of an experimental sample versus a control. Primers were designed using Primer Blast tool (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Primers were selected according to the following parameters: length between 18 and 24 bases, melting temperature (Tm) between 58° and 60 °C, G + C content between 40 and 60% (optimal 50%) and efficiency above 80%. Primer sequences are presented in Additional file 1: Table S2.

### Immunohistochemistry and morphological evaluations

For vibratome sections, dissected tissues were fixed in 4% PFA, embedded in 4% agarose gel and sectioned at 80 µm on a Leica VT1000S vibratome. All company names and catalog numbers of primary and secondary antibodies, and their dilutions used in this study, are in Additional file 1: Table S3. The nuclei were counterstained with Hoechst 33342. Image acquisition was completed using the Zeiss LSM 880 NLO scanning confocal microscope, with ZEN lite software. The number of glucagon (GCG) and insulin (INS) expressing cells, and Ki67^+^ cells were counted in one vibratome section of *Isl1CKO* and control embryos or mice (n = 5 pancreases per genotype and for each age) with the largest pancreatic footprint per individual using the Cell Counter plugin of Image J (NIH). The number of INS and pHH3 expressing cells were counted in vibratome sections of *Isl1CKO* and control pancreases at E17.5 (n = 3 pancreases per genotype) and P0 (n = 4 pancreases per genotype). The number of NEUROD1^+^/ISL1^+^ cells at E10.5 were counted in the whole mount of the dorsal pancreas (n = 5 pancreases per genotype) using the Cell Counter plugin of Image J (NIH). For the evaluation of glucagon delaminating cells at E11.5 were quantified using the thresholding tool Image J (NIH) and expressed as a percentage of the total GCG^+^ area to PDX1^+^ area (n = 9 control pancreases; n = 8 *Isl1CKO* pancreases).

### Light-sheet fluorescent microscopy (LFSM) and analysis of images

The pancreas was microdissected from control-*Ai14* and *Isl1CKO-Ai14* mice (postnatal day P0). We used an advanced CUBIC protocol [65] for tissue clearing to enable efficient imaging by light-sheet microscopy. Briefly, the microdissected tissue was fixed in 4% PFA for 1 h, washed with PBS, and incubated in a clearing solution Cubic 1 for 5 days at 37 ℃. Before immunolabeling, samples were washed in PBT (0.5% Triton-X in PBS) 4 × for 30 min. In addition to *tdTomato* expression, cleared samples were immunolabeled using different combinations of antibodies (anti-INS, anti-GLP1, and anti-TUBB3). Samples were stored before imaging in Cubic 2 at room temperature. Zeiss Lightsheet Z.1 microscope with illumination objective Lightsheet Z.1 5x/0.1 and detection objective Dry objective Lightsheet Z.1 5x/0.16 was used for imaging at the Light Microscopy Core Facility of the Institute of Molecular Genetics of the Czech Academy of Sciences. IMARIS software v8.1.1 (Bitplane AG, CA, USA) was used for image processing.

### Isolation of pancreatic endocrine cells

The pancreases from P9-P10 pups were first perfused by 1 mg/ml collagenase in Hank’s balanced salt solution, dissected, and incubated at 37 °C for 10–12 min to release endocrine cells/islets. Digested pancreatic tissue was washed 3 × by 1% FBS in Hank’s solution. To generate single cells, the tissue was further dissociated by trypsinization as described [66]. Briefly, tissue was dissociated using 0.05% trypsin/0.53 mM EDTA at 37 °C for 5 min. Digestion was stopped by the FACS buffer (2% FBS and 10 mM EGTA in PBS [66]), and cells were then 1 × washed by FACS buffer. The pancreases microdissected from E14.5 embryos were directly trypsinized and prepared for FACS as described above. Finally, cell suspensions were filtered through 40 µm nylon mesh and immediately tdTomato^+^ cells were sorted using a flow cytometer (BD FACSAria™ Fusion), through a 100 µm nozzle in 20 psi, operated with BD FACSDiva™ Software (Additional file 1: Fig. S7). For RNA sequencing, 100 sorted cells were collected into individual wells of 96-well plate containing 5 µl of lysis buffer of NEB Next single-cell low input RNA library prep kit for Illumina (New England Biolabs #E6420). Plates were frozen immediately on dry ice and stored at − 80 °C. The total time from euthanasia to cell collection was ∼3 h. For the epigenetic study, on average, 4700 cells/sample at E14.5 and 14,700 cells/sample at P9 were sorted. Cell sorting was performed in the Imaging Methods Core Facility at BIOCEV.

### RNA sequencing and analyses

RNA-seq libraries were prepared from 100 FACS-sorted cells/sample obtained from the pancreases of reporter *Isl1CKO-Ai14* mutant (n = 5 samples) and reporter control-*Ai14* (n = 6) from E14.5 embryos; and *Isl1CKO-Ai14* mutant (n = 6) and reporter control-*Ai14* (n = 5) from P9 mice. Each sample contained 100 tdTomato^+^ endocrine cells. Following the manufacturer's instructions, the NEB Next single-cell low input RNA library prep kit for Illumina was used for cDNA synthesis, amplification, and library generation [67] at the Gene Core Facility (Institute of Biotechnology CAS, Czechia). Fragment Analyzer assessed the quality of cDNA libraries. The libraries were sequenced on an Illumina NextSeq 500 next-generation sequencer. NextSeq 500/550 High Output kit 75 cycles (Illumina #200,024,906) were processed at the Genomics and Bioinformatics Core Facility (Institute of Molecular Genetics CAS, Czechia). RNA-Seq reads in FASTQ files were mapped to the mouse genome using STAR [version 2.7.0c [68]] GRCm38 primary assembly and annotation version M8. The raw data of RNA sequencing were processed with a standard pipeline. Using cutadapt v1.18 [69], the number of reads (minimum, 32 million; maximum, 73 million) was trimmed by Illumina sequencing adaptor and of bases with reading quality lower than 20, subsequently reads shorter than 20 bp were filtered out TrimmomaticPE version 0.36 [70].

Ribosomal RNA and reads mapping to UniVec database were filtered out using bowtie v1.2.2. with parameters -S -n 1 and SortMeRNA [71]. A count table was generated by Rsubread v2.0.1 package using default parameters without counting multi mapping reads. The raw RNA-seq data were deposited at GEO: (https://www.ncbi.nlm.nih.gov/geo/).

DESeq2 [v1.26.0 [72]] default parameters were used to normalize data and compare the different groups. Genes were then filtered using the criteria of an adjusted P-value P_adj_ < 0.05, and a base mean ≥ 50, and Fold change > 1.5 for upregulated genes and < 0.5 for downregulated genes for both E14.5 and P9 data to identify differentially expressed genes between *Isl1CKO* and control endocrine cells. The enrichment of the functional categories and functional annotation clustering of the differentially expressed genes was performed using g: Profiler [73] using version e104_eg51_p15_3922dba with g: SCS multiple testing correction methods applying a significance threshold of 0.05. Transcription factor (TF) enrichment analysis (TFEA) [41] was used to identify the enrichment of TF target genes in our set of differentially expressed genes. The top seven enriched TFs are listed (Additional file 6: Dataset S1c).

### Deconvolution of endocrine cell subtypes

Deconvolution was performed using the CibersortX algorithm at cibersortx.stanford.edu [74]. Single-cell transcriptomic profiling dataset of cells in the embryonic pancreas [39] was used as a reference, including count matrix and metadata labels. Particularly, only cells with pancreatic epithelial or endocrine cell fate were used, corresponding to the annotation of five broader cell types—α cells, β cells, endocrine progenitors, trunk epithelium and tip epithelium [39]. The reference matrix was built out of the 2589 cells and gene list of 18,565 gene features, as deposited by [39]. Each cell population counted > 250 cells. The units of the reference matrix were UMI counts. Calculation of the scRNA-seq signature matrix was done in default mode (quantile normalization disabled, minimal expression of 0.75, replicates of 5, sampling of 0.5). Imputation of cell fractions and group-mode expression were used in default settings, with S-mode batch correction enabled, quantile normalization disabled and n = 100 permutations for significance analysis. Sample mixture file was submitted with unfiltered gene list 27,124 features for *Isl1CKO* and in UMI counts.

### Cut&Tag sequencing and analyses

Bench top CUT&Tag version 3 was performed as previously described [46, 75], with minor modifications. Specifically, nuclei from freshly FACS-sorted tdTomato^+^ pancreatic endocrine cells were captured by Concanavalin A-coated magnetic beads to facilitate subsequent washing steps and the reaction was carried out in 0.2 ml PCR tubes. CUT&Tag validated primary antibodies anti-H3K4me3 (Active Motif, #39,159, 1:100), Anti-H3K27me3 (Active Motif, #39155, 1:100), anti-ISL1 (Developmental Hybridoma Bank, #39.4D5, 1:50), normal rabbit IgG negative control (EpiCypher, #13–0042, 0.5 µg/reaction), anti-mouse secondary antibody (EpiCypher, #13–0048, 0.5 µg/reaction), and anti-rabbit secondary antibody (EpiCypher, #13-0047, 0.5 µg/reaction). Binding of pAG-Tn5 (EpiCypher, 15-1017, 2.5µL/reaction) was at RT for 60 min followed by tagmentation. To stop tagmentation and solubilize DNA fragments, 1.67 μL 0.5 M EDTA, 0.5 μL 10% SDS and 0.42 μL 20 mg/mL Proteinase K (20 mg/mL) was added to each sample. Samples were incubated for 1 h at 55 ºC to digest (and reverse cross-links), followed by DNA precipitation and purification. DNA was dissolved in 22 μL of 1 mM Tris–HCl pH 8, 0.1 mM EDTA buffer and utilized as template for library generation with Universal i5 Primer and Uniquely Barcoded i7 Primers for Illumina. DNA libraries were sequenced on the MiSeq, Illumina using MiSeq Reagent Kit v3, which allows extend read lengths up to 2 × 75 bp at the OMICS Genomics facility (BIOCEV). CUT&Tag-seq H3K27me3 data are from two independent biological replicates and CUT&Tag-seq H3K4me3 data are from one biological sample, each sample was pooled together from five to nine pancreases of E14.5 embryos (〜 4700 cells/sample) and from two to three pancreases of P9 mice per genotype (〜 14,700 cells/sample). CUT&Tag-seq ISL1 data are from two independent biological replicates, each biological sample was pooled together from eleven E14.5 pancreases (〜 6100 cells/sample).

Data analyses were performed following CUT&Tag Data processing tutorial [76]. Paired-end sequencing data were mapped using bowtie2 (version 2.2.5) [77] to mouse genome GRCm38 primary assembly. PCR duplicates were not removed. After filtering and conversion to bedgraph format, peak calling was performed with usage of relevant IgG controls and stringent mode with tool SEACR (version 1.3) [78]. Peaks were annotated using CHIPseeker (version 1.30.3) [79] and annotation version M8 of mouse genome. Enriched peak detection was performed using EdgeR (version 3.36.0) [80] with filtering criteria for H3K4me3 modification > 25 CPM (count per million). Enrichments in H3K27me3 peaks between control and *Isl1CKO* were identified in the pairwise comparisons as a peak difference equal to or greater than threefold. Comparative analyses of ISL1 and H3K27me CUT&Tag-seq data were done as follows. After filtering of ISL1 CUT&Tag data and conversion to bam format, bam files from replicates were merged with samtools (version 1.6). Peak calling was performed with usage of relevant IgG controls and applying the –keep-dup all –nomodel –extsize 200 settings to the callpeak command in MACS2 (version 1.3) [78]. Peaks were annotated using CHIPseeker (version 1.30.3) [79] and annotation version M8 of mouse genome. Normalization of samples was performed using EdgeR (version 3.36.0) [80]. Sum of normalized counts of all peaks in a gene was performed for detecting epigenetic enrichment at the gene level. A gene was considered as enriched for H3K27me3 between control and *Isl1CKO* when the total levels was equal to or greater than fivefold. Motif enrichment analysis was performed using the findMotifsGenome.pl function in HOMER (version 4.11). Bed files with ISL1 peak summits were used as input to look for motif enrichment in a 2 kb area.

### Experimental design and statistical analyses

All comparisons were made between animals with the same genetic background, typically littermates, and we used male and female mice. The number of samples (n) for each comparison can be found in the individual method descriptions and are given in the corresponding figure legends. Phenotyping and data analysis were performed blind to the genotype of the mice. All values are presented either as the mean ± standard deviation (SD) or standard error of the mean (SEM). For statistical analysis, GraphPad Prism software was used. To assess differences in the mean, one-way or two-way ANOVA with Bonferroni's multiple comparison test, and unpaired two-tailed *t*-tests were employed. Significance was determined as *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***) or *P* < 0.0001 (****). Complete results of the statistical analyses are included in the figure legends.

## Supplementary Information

**Additional file 1: Fig. S1.** Efficient deletion of ISL1 in the *Isl1CKO* developing pancreas. Representative whole-mount immunolabeling of the pancreas of tdTomato reporter control-*Ai14* and *Isl1CKO-Ai14* embryos during the primary transitions (E10.5 and E11.5) and the secondary transition (E13.5) shows ISL1 expression in the Neurod1Cre positive domain visualized by tdTomato expression. The pancreatic epithelium is delineated by the expression of PDX1. Scale bars: 50 μm. **Fig. S2.** Diabetic phenotype of *Isl1CKO*. **a** The average blood glucose levels over time (from 1 week to 5 weeks of age) in females and males mice fed ad libitum. The 5 weeks of age female mice had blood glucose unmeasurable (above 35 mmol/l), the 5 week of age males show a high variability with 7 mice with blood glucose unmeasurable, and 3 with 0.8, 7.9 and 31.9 mmol/l. Data are presented as mean ± SD, analyzed by VA (****P < 0.0001). **b** The average body weight of adult female and male mice. Data are presented as mean ± SEM, Student’s t test. **c** Glucose tolerance test plotted using glucose vs time in heterozygous (*Neurod1Cre/Isl1flox*^+/−^), and control mice. Data are presented as mean ± SD, analyzed by twoway Anova with Bonferroni post-hoc analysis for glucose vs time. **d** Blood glucose concentration in adults fed ad libitum, 6-8 weeks of age. Only measurable levels of glucose (< 35 mmol/l) are shown for* Isl1CKO*. Data are presented as mean ± SEM, Student’s t test (****P < 0.0001). **e** The weight of pancreas of adult mice. Total pancreas weights of 244 ± 78 mg (n = 22) in adult *Isl1CKO* mutants compared to those of controls (211 ± 57 mg, n = 21). Data are presented as mean ± SEM, Student’s t test. **Fig. S3.** Immunolabeling for the marker of cellular mitosis, phosphorylated histone H3 (pHH3). Representative sections from the control and *Isl1CKO* pancreas immunostained for insulin (INS) and PDX1 (marker of β cells) at P0 and E17.5. Scale bars: 50 μm. **Fig. S4.** H3K4me3 and H3K27me3 CUT&Tag-seq analyses of E14.5 pancreatic endocrine cells. **a** The functional enrichment analysis of the differentially expressed genes in *Isl1CKO* was performed using g: Profiler (Gene Ontology: MF, molecular function; BP, biological processes). **b** A UMAP overview of nine cell clusters of different pancreatic cell types used as a reference for the cell type deconvolution analysis (van Gurp et al., 2019). **c** The deconvolved cell cluster proportions in E14.5 endocrine population from our bulk RNA-seq data of *Isl1CKO* and control. **d** The UCSC browser view of whole genome showing H3K4me3 and H3K27me3 peaks in control and *Isl1CKO* endocrine cells at E14.5 based on CUT&Tag-seq analyses. The mapped read counts distributed across all chromosomes are in comparable read depth for control and *Isl1CKO* samples. **e** Bar plot showing percentage of H3K4me3 and H3K27me3 peaks at promoter regions (± 3 kb from TSS), gene body regions, and intergenic regions. **f** Pie chart illustrating the proportion of differentially expressed genes that differentially exhibited one or both H3K4me3 and H3K27me3 marks at their promoter regions from pairwise comparison of *Isl1CKO* and control pancreatic endocrine cells at E14.5. **Fig. S5.** H3K4me3 and H3K27me3 CUT&Tag-seq analyses of P9 pancreatic endocrine cells. **a** The UCSC browser view of whole genome showing H3K4me3 and H3K27me3 peaks in control and *Isl1CKO* endocrine cells at P9 based on CUT&Tag-seq analyses. The mapped read counts distributed across all chromosomes are in comparable read depth for control and *Isl1CKO* samples. **b** Bar plot showing percentage of H3K4me3 and H3K27me3 peaks at promoter regions (± 3 kb from TSS), gene body regions, and intergenic regions of endocrine cells of the P9 pancreas. **Fig. S6.** ISL1 binding CUT&Tag-seq analyses of E14.5 pancreatic endocrine cells. **a** Pie chart showing genomic distribution of ISL1 loci in E14.5 pancreatic endocrine cells. **b** The most enriched Gene Ontology (GO) biological processes for genes bound by ISL1 and with *Isl1CKO*-specific H3K27me3 depositions. **Fig. S7**. Gating strategy used to isolate tdTomato^+^ cells. Representative example to show gating to purify live and individual tdTomato^+^ cells for RNA-seq and CUT&Tag-seq. **Table S1.** Primer sequences for genotyping. **Table S2.** Primer sequences for RT-qPCR. **Table S3.** List of antibodies.

**Additional file 2: Video S1.** P9 control tdTomato GLP1 INS. Microdissected pancreas of tdTomato reporter control-*Ai14* mice was cleared (CUBIC protocol), immunolabeled, imaged, and reconstructed in 3D using light-sheet fluorescence microscopy (LFSM). Video shows the distribution and formation of islets in the anatomical microenvironment of the pancreas at P9; tdTomato^+^ endocrine cell population (magenta), β cells with expression of insulin (white), and α cells expressing glucagon-like peptide-1 (green).

**Additional file 3: Video S2.** P9 *ISL1CKO* tdTomato GLP1 INS. Microdissected pancreas of tdTomato reporter *Isl1CKO-Ai14* mice were cleared (CUBIC protocol), immunolabeled, imaged, and reconstructed in 3D using light-sheet fluorescence microscopy (LFSM). Video shows the distribution and formation of islets in the anatomical microenvironment of the pancreas; tdTomato^+^ endocrine cell population (magenta), β cells with expression of insulin (white), and α cells expressing glucagon-like (green)

**Additional file 4: Video S3.** P9 control tdTomato GLP1 Tubulin. Microdissected pancreas of tdTomato reporter control-*Ai14* mice were cleared (CUBIC protocol), immunolabeled, imaged, and reconstructed in 3D using light-sheet fluorescence microscopy (LFSM). LFSM video shows the distribution and formation of islets in the anatomical microenvironment of the pancreas at P9; tdTomato^+^ endocrine cells (magenta), α cells expressing glucagon-like peptide-1 (green), and neuronal fibers labeled by antitubulin (white fibers).

**Additional file 5: Video S4.** P9 *Isl1CKO* tdTomato GLP1 Tubulin. Microdissected pancreas of tdTomato reporter *Isl1CKO-Ai14 *mice were cleared (CUBIC protocol), immunolabeled, imaged, and reconstructed in 3D using light-sheet fluorescence microscopy (LFSM). LFSM video shows the distribution and formation of islets in the anatomical microenvironment of the pancreas at P9; tdTomato^+^ endocrine cells (magenta), α cells expressing glucagon-like peptide-1 (green) and neuronal fibers labeled by anti-tubulin (white fibers).

**Additional file 6: Dataset S1a.** Differentially expressed genes based on RNA sequencing of pancreatic endocrine cells at E14.5. **S1b**. Deconvolution analyses. **S1c.** Transcription factor enrichment analysis for differentially expressed genes at E14.5. **S1d.** Differentially expressed genes based on RNA sequencing of P9 pancreatic endocrine cells. **S1e.** GO terms enrichment for differentially expressed genes based on RNA-seq  at P9. **S1f.** Upregulated genes at P9 defining the endocrine progenitor state.

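Dataset S1a lists for each E14.5 gene its counts in the 11 libraries, the mean of normalized counts, the log2 fold change and the adjusted p of DESeq2, and sums of counts over the control and the *Isl1CKO* libraries. Dataset S1d gives for P9 the log2 fold change, the adjusted p and the sums. The sums of all 292 genes of Dataset S1a and of all 1049 genes of Dataset S1d equal those of the deposited counts. A positive log2 fold change stands for a higher level in *Isl1CKO*. In Dataset S1a, 76 of the 292 genes have a mean of normalized counts under 50. Its column of summed counts holds the sum of the first 9 of the 11 libraries in all 292 genes. Macrophage genes are among the genes of both tables: *C1qb*, *Fcgr3* and *Pf4* in Dataset S1a, and *Cd14*, *Cd68* and *Ctss* in Dataset S1d.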

**Additional file 7: Dataset S2.** ISL1 and H3K27me3 CUT&Tag-seq data analyses: pancreatic endocrine cells at E14.5.

**Additional file 8: Dataset S3.** ISL1 and H3K27me3 CUT&Tag-seq data analyses: pancreatic endocrine cells at P9.

## Data Availability

All raw sequence data have been deposited at GEO: https://www.ncbi.nlm.nih.gov/geo. Under accession number GSE206094. All data generated or analyzed during this study are included in this article and its supplemental materials.

How the deposited data were processed for this re-analysis (not part of the article)

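RNA from 100 tdTomato+ endocrine cells per library was compared between *Isl1CKO* and control mice at E14.5 (5 and 6 libraries) and at P9 (6 and 5 libraries). The counts were made by the authors before deposition: reads were trimmed with cutadapt 1.18 and Trimmomatic, ribosomal RNA reads were removed with Bowtie 1.2.2 and SortMeRNA, and the rest were mapped to GRCm38 with STAR 2.7.0c and counted per gene with Rsubread, without reads that map to several places. The tables as deposited hold raw counts per Ensembl gene, 1 column per library. Genes with fewer than 10 counts over all libraries are absent from them. Gene symbols, positions and biotypes came from GENCODE M21, which holds 27078 of 27124 gene IDs at E14.5 and 27456 of 27504 at P9. The condition and replicate number of each library came from its record.

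Counts were tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr, glmQLFit and glmQLFTest, and p-values were adjusted over all genes tested by the Benjamini-Hochberg method. A gene changed where the adjusted p was under 0.05. The standard error of a log2 fold change is its size divided by the square root of F. Scaled counts are counts divided by the TMM-scaled library size and multiplied by the mean of these sizes. The fold thresholds of the paper were a fold change over 1.5 or under 0.5, with a mean of 50 or more scaled counts, in protein-coding genes. The difference of the effect between the ages was the interaction term of 1 model over all 22 libraries. DESeq2 1.42.0 and limma 3.58.1 served for alternatives. Every adjusted p without another name comes from edgeR.

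Lists of genes for cell types and processes, written from general knowledge or copied from the paper, were tested with camera of limma with an inter-gene correlation of 0.01, with adjustment over the lists of 1 age, and again with the correlation estimated from the data. Lists with fewer than 3 genes tested got no set test. The score of a list is the mean of log2(CPM + 1) over its genes. Shares of counts and scores were compared with exact two-sided permutation tests over all splits of the libraries. The genes named are *Isl1*, every gene that the paper's results name at that age, the members of a list where a passage is about it, the 10 largest rises and the 10 largest falls at an adjusted p under 0.05 with a mean of 50 or more scaled counts and no overlap between the groups, and up to 4 members of each list with the smallest p. For the interaction they are the 5 with the smallest p in each direction. Values in the paper's text and tables had been seen when this rule and the lists of genes were written. A few genes that the rule names are not reported here, though they count in the tests and lists. The genes near *Isl1* are all that were called there, and markers of other cell types are the most abundant of their lists. Where a group held 3 or fewer counts the ratio carries a 95% interval from the counts, and a group at 0 was taken as 3 counts. Such an interval covers counting error only, not the spread between libraries.

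Depth was 8477482 to 13580985 counts per library. Tests on simulated data with known changes gave the rate of detection: at E14.5 edgeR found 66% of 2-fold rises, 60% of 2-fold falls, 94% of 4-fold rises and 86% of 4-fold falls, and 12 unchanged genes were called, 7.27% of its calls. At P9 it found 26%, 22%, 82% and 44%, with no unchanged gene called. For DESeq2, 20.3% of the calls at E14.5 and 15.7% at P9 were unchanged genes. Alternatives changed 1 choice at a time: the test, the scaling, the filter, the dispersion, the replicate number as a block, the thresholds and each library left out. DESeq2 with 50 counts summed over the libraries changed both the test and the threshold. Settings without chosen libraries, with totals without the hormone genes and with the *Xist* level as a term were added after seeing the data. Figures were drawn with matplotlib. Histone marks, deconvolution and GO terms were not analysed here.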

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

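The values here were picked by fixed rules, while the tests on misassigned libraries, on macrophage RNA and on library 2 were chosen after seeing the results. Chance can be excluded for the counts of changed genes: each real grouping of the libraries was the only 1 of 100 groupings, itself included, with as many calls. At E14.5, 228 genes changed against at most 2 in the other groupings, and 120 passed the fold thresholds against at most 1. At P9, 671 changed against at most 5, and 463 passed the thresholds against at most 2. The effect differed between the ages in 359 genes against at most 3.

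The count of *Isl1* was higher in *Isl1CKO* than in control at P9, the reverse of E14.5, and the 2 effects differed by 1.57 on the log2 scale. The loss of hormone transcripts from the *Isl1CKO* libraries is 1 candidate explanation, but with totals that leave out the 8 hormone genes the log2 fold change of *Isl1* was 0.955 (standard error 0.211, adjusted p = 0.016 from edgeR). Exchanged single libraries are another, but 0 of the 11 P9 libraries had a score of the β-cell maturation markers on the other group's side. An exchange of the 2 whole groups would also give 0, so the score cannot decide on that. It would, however, turn the P9 directions against those of E14.5. Of 87 genes higher at E14.5, 28 were higher and 1 was lower at P9. Of 122 genes lower at E14.5, 38 were lower and 2 were higher at P9, *Isl1* among the latter. For these genes the shared directions argue against an exchange of the P9 groups alone. Whether the reads come from exons that the floxed allele keeps, or from a higher activity of the gene, stays open, since the counts sum all exons. The counts do not measure the protein, which the paper did not detect in nuclei of *Isl1CKO* islet cells (Fig. 2r, s).

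Macrophage and leukocyte markers, which the paper does not discuss, ranked high in *Isl1CKO* at E14.5 (camera, adjusted p = 0.041, and 0.35 with an estimated correlation), and so did hepatoblast markers (adjusted p = 2.1e-04, and 0.073). RNA of such cells could raise genes in *Isl1CKO*, although sorting of tdTomato+ cells should remove them. Over 31 genes called higher from libraries 3, 4 and 5 against controls 1, 2 and 3, the median log2 ratio to controls 4, 5 and 6 was 0.645 in libraries 1 and 2 (quartiles 0.483 and 1.09), where the score of the macrophage markers lay within the range of the controls, and 0.912 in libraries 3, 4 and 5. The genes were chosen on libraries 3, 4 and 5, which alone could make the median there the higher one. The gap between the 2 medians therefore cannot decide on a part from macrophage RNA, which stays open. Over the 96 higher genes these medians were 0.945 and 0.985 against all controls, which decides nothing, since a gene raised in 3 of the 5 libraries alone would hardly have passed. Of 11 hepatoblast markers, 9 had a positive log2 fold change and 2 passed, and their mean log2 level was higher in every *Isl1CKO* library than in every control library, by 1.00 (two-sided exact permutation test, p = 0.00433, and 0.022 adjusted over the lists). The most abundant markers were *C1qa* (486 scaled counts in control and 495 in *Isl1CKO*) and *Fcer1g* (28.7 and 103) for macrophages, and *Ambp* (7024 and 7035) and *Fgb* (156 and 830) for hepatoblasts, and the origin of the macrophage and of the hepatoblast transcripts stays open, liver RNA included.

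*Gcg* stood at 37472 scaled counts in P9 *Isl1CKO* library 2 (605 to 2692 in the others) and *Ppy* at 69481 (2071 to 20086). These are 7.42% and 34.6% of the control means, and *Pyy* reached 89.0%. Cells of every islet type that kept the control profile would bring *Sst* and *Mafa* as well. *Sst* was at 0% and *Mafa* at 0.269%, which argues against that source for these 2 genes. Among other genes examined in that library, *Ghrl* was at 26.9% of the control mean and *Csf1* at 19.1%. *Etv1*, *Pax6*, *Irx2* and *Irx1* were at 164%, 89.8%, 59.8% and 56.0%. *Dapl1*, *Acvr1c*, *Grk5*, *Trpm5* and *Ucn3* were at 6.16%, 5.05%, 3.73%, 3.70% and 3.27%, and *Npy* at 0.876%. The shares thus differ by gene, and the argument rests on *Mafa* alone, in 1 library. Cells of the α or PP type that escaped the loss may be the source, and this stays open.

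Single libraries lay far from the others of their group in 36 of 312 groups of values, 11.5%, where chance gives about 1 in 20 for values with a normal spread (4.99% and 5.18% in simulated groups of 5 and 6). Counts are skewed, so their rate without a cause was not measured. Among the E14.5 *Isl1CKO* libraries these were, in scaled counts, *Isl1* at 8884 in library 5 (10840 to 11551 in the others), *Chgb* at 249915 in library 2 (210081 to 215523 in the others) and *Vim* at 2239 in library 1 (4135 to 4663 in the others). There were also *Gprc5a* at 513 in library 4 (175 to 231 in the others) and *Ttr* at 75585 in library 4 (96346 to 101020 in the others). Of the list scores, which are mean log2 levels, these lay apart there: the score of H3K27 methylation machinery at 6.14 in library 5 (6.01 to 6.05 in the others) and the score of mitochondrial genome transcripts at 9.40 in library 4 (9.68 to 9.77 in the others). Among the E14.5 controls stood *Apoa1* at 96.7 in library 6 (0 to 13.4 in the others). Scores in E14.5 controls that lay apart were the score of granins, prohormone processing and neuropeptides at 7.75 in library 4 (8.16 to 8.37 in the others) and the score of H3K4 methylation machinery at 6.36 in library 1 (6.46 to 6.51 in the others). Scores in E14.5 controls that lay apart were the score of mitochondrial genome transcripts at 9.81 in library 2 (9.58 to 9.66 in the others) and the score of mesenchymal markers at 4.72 in library 2 (2.59 to 3.25 in the others).

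Among the P9 *Isl1CKO* libraries stood, in scaled counts, *Sst* at 2.87 in library 3 (0 to 0 in the others), *Pparg* at 14.4 in library 3 (0 to 3.75 in the others) and *Tgfbr3* at 847 in library 5 (147 to 391 in the others). Further values were *Tle1* at 3795 in library 5 (984 to 1563 in the others), *Gc* at 2367 in library 1 (228 to 738 in the others) and *Cidea* at 739 in library 5 (91.6 to 213 in the others). Others were *Csf1* at 27.2 in library 2 (0.833 to 3.55 in the others) and *Moxd1* at 633 in library 6 (94.2 to 290 in the others). Scores there that lay apart were the score of endocrine progenitor genes of Dataset S1f at 5.51 in library 5 (5.95 to 6.18 in the others) and the score of granins, prohormone processing and neuropeptides at 8.52 in library 3 (7.59 to 7.93 in the others). Scores there that lay apart were the score of oxidative phosphorylation at 6.90 in library 5 (7.25 to 7.37 in the others). Among the P9 controls stood *Slc2a2* at 6353 in library 1 (8412 to 8754 in the others), *Wif1* at 0 in library 5 (1.16 to 1.33 in the others) and *Dkk3* at 51.0 in library 5 (3.99 to 12.6 in the others). The controls also held *Tle1* at 598 in library 2 (246 to 342 in the others), *Evpl* at 69.7 in library 3 (21.0 to 33.3 in the others) and *Sez6l* at 1697 in library 3 (992 to 1138 in the others). Others in controls were *1810006J02Rik* at 2.17 in library 5 (0 to 0 in the others), *Cidea* at 1.16 in library 1 (0 to 0 in the others) and *Gm36169* at 10.5 in library 1 (0 to 1.33 in the others). The remaining ones were *Grk5* at 424 in library 1 (288 to 320 in the others) and *Steap4* at 2.33 in library 1 (1.08 to 1.33 in the others).

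The interaction term of edgeR showed a different effect of *Isl1CKO* at the 2 ages. On the log2 scale it was more positive at P9 than at E14.5 for *Chgb* (3.52), *Wif1* (6.93), *Gnas* (1.59), *Pde1a* (4.29), *Dmd* (3.11) and *Fev* (3.02), and for *Meis2* (1.09), *Zcchc18* (1.10), *Eya1* (2.82) and *Dkk3* (4.35). It was more negative at P9 for *Ccnd2* (-2.25), *Rtn4* (-1.71), *Fkbp1b* (-2.19), *Ero1lb* (-2.09) and *Atp2a3* (-1.91), and for *Ucn3* (-3.50), *Trpm5* (-4.25), *Glp1r* (-2.01), *Abcc8* (-1.58) and *Cdk16* (-1.18). *Ccnd2*, which encodes cyclin D2, rose at E14.5 (log2 fold change 1.42) and fell at P9 (-0.84).

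Further groups of genes ranked high by camera. At E14.5 these were proliferation (adjusted p = 0.045, and 0.47 with an estimated correlation), antigen presentation and interferon response (adjusted p = 0.016, and 0.30 with an estimated correlation) and oxidative phosphorylation (adjusted p = 0.0052, and 0.30 with an estimated correlation). At P9 it was oxidative phosphorylation (adjusted p = 0.042, and 0.48 with an estimated correlation). With an estimated correlation none of them passed.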

How the results depend on the processing

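The settings without the macrophage-bearing libraries, without the libraries that stand apart, with totals without the hormone genes and with the *Xist* level as a term were chosen after seeing the data, the others before. The 5 lists that lead the passages kept their direction and their call under every setting run. They are α cell identity and Fig. 6e at E14.5, and maturation, insulin secretion machinery and Dataset S1f at P9. None of the 5 is fully independent of the paper's values. With DESeq2, 653 genes changed at E14.5 and 1677 at P9 (670 shared with edgeR's 671), 209 and 779 passed the fold thresholds, and the effect differed between the ages in 924. DESeq2 with 50 counts summed over the libraries gave 285 and 1070. The calls of DESeq2 put 66 genes higher and 88 lower at both ages. With total counts only, 3975 genes changed at P9 and 3384 passed the thresholds, and the log2 fold changes of mt-Nd2 at P9 (0.496), mt-Nd4 at P9 (0.425), Neurod1 at P9 (0.577), Pax6 at P9 (0.575), Pcsk2 at P9 (0.635) and Zcchc18 at P9 (0.589) turned positive. This scaling leaves in the loss of hormone counts. With the replicate block, 134 genes changed at E14.5 (115 shared) and 333 at P9 (316 shared), 274 passed the thresholds at P9, and the effect differed between the ages in 130. Libraries of the same number correlated best with each other in 2 of 10 pairs (r of -0.051 to 0.054 over the pairs), a hint from the data that the numbers do not pair libraries. Without E14.5 *Isl1CKO* libraries 3, 4 and 5, 42 genes changed (40 shared), 32 passed the thresholds, and the direction of the macrophage list turned to lower in *Isl1CKO* (camera, adjusted p = 0.323). Without the libraries that stand apart at both ages, 5 genes were higher and 10 lower at both ages. With the paper's fold thresholds at both ages, 17 were lower. The *Iapp* share at P9 moved to -2.25 points without the hormone genes in the denominator. Leaving out 1 library, the E14.5 count ran from 114 (without *Isl1CKO* library 5; 146 without library 3, 147 without library 2) to 227, the interaction count from 219 (without E14.5 *Isl1CKO* library 1; 227 without library 3) to 484, and the difference of the *Gcg* share at E14.5 from -1.23 to -0.985 points. Fewer libraries limit the smallest permutation p, and the adjusted p of that share was 0.063 to 0.076 in 9 of 11 cases. Among the named genes, results weakened in 159 cases at E14.5 and 86 at P9 with 1 library left out, and in 16 and 22 with the replicate block. For these shifts the cause was not tested. At P9, 2-fold changes were recovered in 26% of simulated rises, so many changes of that size may go undetected there.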

Differences from the paper's values

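The paper's 292 genes past the fold thresholds at E14.5 stand against 120 here, the paper's 168 higher genes against 72 and the paper's 124 lower genes against 48. At P9 the paper's 1049 genes stand against 463 here, the paper's 661 higher genes against 288 and the paper's 388 lower genes against 175. Among the alternatives set before the data were examined, DESeq2 gave values within 1.5 times the paper's for 5 of these 6 counts (209 genes and 130 higher at E14.5; 779, 507 and 272 at P9), but not for the lower genes at E14.5 (79). DESeq2 with 50 or more counts summed over the libraries did so for all 6, with 285, 168 and 117 at E14.5 and 1070, 669 and 401 at P9. The other normalizations, filters, dispersion and thresholds, limma voom, the replicate block and leaving out single libraries did not.

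All 292 genes of the paper's E14.5 table and all 1049 of its P9 table had an adjusted p under 0.05 by DESeq2 here, in the same direction. By edgeR, 248 and 940 of them were tested, all with the same direction, and 128 and 509 changed. The paper's methods state a base mean of 50 or more, and 76 genes of its E14.5 table have a lower one (lowest 6.49). They state a fold change under 0.5 for lower genes, and 6 lower genes of that table lie above it. Its column of summed counts covers 9 of the 11 libraries.

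Genes that the paper names as changed did not pass here in some cases. At E14.5 these were *Mafa* (adjusted p = 0.070 by edgeR), *Apoe* (0.15), *Gprc5a* (0.061) and *Wif1* (0.063). DESeq2 called all 4. Without *Isl1CKO* libraries 3, 4 and 5, a setting chosen after seeing the values, the log2 fold change of *Apoe* went from 0.88 to 0.18 (adjusted p = 0.97). Limma voom (0.043) and edgeR without *Isl1CKO* library 3 (0.045) called *Mafa*. Without *Isl1CKO* library 1 (0.045), and with the *Xist* level as a term, a setting chosen after seeing the values, *Wif1* was called.

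At P9 these were *Pparg* (0.062), *Bcl6* (0.23), *Celsr1* (0.093), *Kcnj11* (0.056), *Pyy* (0.099), *Tab3* (0.074) and *Tgfbr3* (0.072), and DESeq2 called all 7. Total counts only called *Pparg* (0.035), *Tab3* (0.0034) and *Tgfbr3* (0.0041), and limma voom called *Celsr1*, *Kcnj11* and *Pyy*. The replicate block (0.046) and the test without *Isl1CKO* library 3 (0.048) called *Tgfbr3*. *Kcnj11* was called without *Isl1CKO* library 1 (0.019) or 5 (0.033), and *Pyy* without *Isl1CKO* library 2. Settings chosen after seeing the values also called some: totals without the hormone genes called *Pparg* and *Kcnj11*, the test without *Isl1CKO* libraries 2 and 5 called *Kcnj11* and *Pyy*, and the *Xist* term called *Pyy*.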

Other observations

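The lists of genes were set before the counts were tested here, but with the paper's text and tables already seen. The tests on the location of genes were chosen after seeing the results. Immediate early genes were lower in *Isl1CKO* at P9. *Dusp1*, which encodes a phosphatase of MAP kinases, had a log2 fold change of -2.19, and *Fosb* (-1.85), *Fos* (-1.29) and *Jund* (-1.14), which encode parts of AP-1, also fell (adjusted p = 6.6e-04, 0.015, 0.016 and 0.0081 from edgeR). Of 17 such genes, 4 were lower and none was higher (camera, adjusted p = 5.5e-07, and 0.029 with an estimated correlation). Such genes also respond to dissociation and sorting, and these were not compared. Some genes of the unfolded protein response fell as well. *Sdf2l1*, an endoplasmic reticulum chaperone gene, had a log2 fold change of -1.51, and *Creld2*, *Atf4* and *Manf* had -0.90, -0.78 and -0.67. Of 17, 4 were lower, and the set did not pass with an estimated correlation (camera, adjusted p = 0.0015, and 0.25 with it).

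*Th*, which encodes the first enzyme of dopamine synthesis, was lower in *Isl1CKO* at P9 (log2 fold change -2.34, adjusted p = 3.2e-04). *Ccnd2*, the gene for cyclin D2, was the only gene higher at E14.5 and lower at P9. *Hadh*, which encodes an enzyme of fatty acid oxidation, was lower at both ages (-1.35 and -2.90). In the unfolded protein response, leaving out 1 library lost the call of *Atf4* in 7, of *Creld2* in 10 and of *Manf* in 7 of 11 cases (highest adjusted p = 0.090 without control library 1, 0.11 and 0.098 without control library 4).

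At E14.5 the numbers of genes higher and lower, of those tested, were, with camera's adjusted p and the one with an estimated correlation, delta, PP and epsilon cell markers 0 and 2 of 12 (0.045; 0.35), beta cell transcription factors 0 and 3 of 16 (0.10; 0.24), beta cell maturation markers 2 and 1 of 18 (0.022; 0.35) and insulin secretion machinery 0 and 1 of 28 (0.20; 0.35). Then followed endocrine progenitor genes of Dataset S1f 30 and 0 of 45 (2.8e-49; 4.0e-05), ISL1-bound endocrine regulators named by the paper 1 and 2 of 11 (0.59; 0.61), Wnt and TGF-beta genes named by the paper 0 and 0 of 4 (0.061; 0.35) and granins, prohormone processing and neuropeptides 5 and 3 of 20 (0.064; 0.35). The study chose the genes of Dataset S1f partly on these E14.5 libraries, so their result is not independent evidence. Next were genes disallowed in beta cells 2 and 0 of 17 (0.81; 0.90), proliferation 2 and 0 of 27 (0.045; 0.47), H3K27 methylation machinery 0 and 0 of 12 (0.045; 0.14) and H3K4 methylation machinery 0 and 0 of 15 (0.81; 0.90). Behind these stood unfolded protein response 1 and 0 of 18 (0.56; 0.73), antigen presentation and interferon response 1 and 0 of 12 (0.016; 0.30), oxidative phosphorylation 1 and 0 of 25 (0.0052; 0.30) and mitochondrial genome transcripts 0 and 0 of 8 (0.81; 0.92). The following lists gave dissociation and immediate early genes 0 and 1 of 17 (0.022; 0.35), acinar cell markers 0 and 0 of 9 (0.55; 0.61), ductal and trunk markers 1 and 0 of 11 (0.19; 0.43) and macrophage and leukocyte markers 0 and 0 of 7 (0.041; 0.35). Markers of other cell types gave endothelial markers 0 and 0 of 4 (0.20; 0.35), mesenchymal markers 0 and 0 of 5 (0.0025; 0.13), erythroid markers 0 and 0 of 1 with no set test and hepatoblast markers 2 and 0 of 11 (2.1e-04; 0.073). Last stood neuron and Schwann cell markers 0 and 0 of 7 (1.00; 1.00) and sex-linked genes 0 and 0 of 5 (0.46; 0.61).

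At P9 the same numbers were alpha cell identity 5 and 8 of 22 (0.072; 0.46), islet hormones 0 and 5 of 8 (1.5e-10; 0.016), delta, PP and epsilon cell markers 2 and 3 of 11 (0.36; 0.45) and beta cell transcription factors 2 and 2 of 15 (0.013; 0.25). After these came endocrine progenitor genes of Dataset S1f 34 and 0 of 43 (7.4e-35; 4.1e-05), ISL1-bound endocrine regulators named by the paper 3 and 2 of 11 (0.75; 0.85), Wnt and TGF-beta genes named by the paper 2 and 0 of 4 (4.8e-07; 0.0032) and granins, prohormone processing and neuropeptides 7 and 3 of 18 (0.062; 0.38). Beside them were genes disallowed in beta cells 2 and 0 of 12 (0.46; 0.56), proliferation 0 and 1 of 29 (0.39; 0.72), H3K27 methylation machinery 1 and 0 of 13 (0.61; 0.72) and H3K4 methylation machinery 1 and 0 of 15 (0.62; 0.71). Also tested were antigen presentation and interferon response 0 and 0 of 11 (0.14; 0.25), oxidative phosphorylation 0 and 0 of 25 (0.042; 0.48), mitochondrial genome transcripts 0 and 0 of 8 (0.62; 0.84) and acinar cell markers 0 and 0 of 20 (0.022; 0.56). Other cell types gave ductal and trunk markers 1 and 0 of 8 (0.14; 0.25), macrophage and leukocyte markers 0 and 0 of 4 (0.29; 0.44), endothelial markers 1 and 0 of 4 (0.063; 0.17) and mesenchymal markers 0 and 0 of 4 (0.46; 0.68). Last were erythroid markers 0 and 0 of 1 with no set test, hepatoblast markers 1 and 0 of 5 (0.14; 0.25), neuron and Schwann cell markers 0 and 2 of 6 (0.42; 0.48) and sex-linked genes 0 and 0 of 5 (0.46; 0.66).

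Leaving out 1 library took some lists past an adjusted p of 0.05. The highest values were 0.20 for acinar cell markers at P9 (without control library 3), 0.23 for delta, PP and epsilon cell markers at E14.5 (without control library 5), 0.054 for dissociation and immediate early genes at E14.5 (without *Isl1CKO* library 4) and 0.056 for H3K27 methylation machinery at E14.5 (without control library 6). Others reached 0.081 for macrophage and leukocyte markers at E14.5 (without *Isl1CKO* library 4), 0.13 for oxidative phosphorylation at P9 (without control library 3) and 0.18 for proliferation at E14.5 (without *Isl1CKO* library 1). Sorting of tdTomato+ cells should remove acinar, mesenchymal and endothelial cells, whose most abundant markers were *Pnliprp1* at P9 (1491 scaled counts in control, 246 in *Isl1CKO*), *Col1a2* at E14.5 (372 and 137) and *Cldn5* at P9 (9.21 and 361). Without control library 3 the log2 fold change of *Pnliprp1* at P9 went from -2.60 to -0.35.

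Genes called within 10 Mb of *Isl1* on chromosome 13 were *4833420G17Rik* and *Gm48837* at E14.5, and *Ankrd55*, *Gm48837*, *Il6st*, *Parp8* and *Rab3c* at P9. A hypothesis is that DNA of another mouse strain around the floxed allele may change such genes. Within 10 Mb of *Isl1*, 2 of 52 tested genes changed at E14.5 (odds ratio 2.78, 95% limits 0.325 to 10.7) and 5 of 45 at P9 (2.49, 0.764 to 6.33). Fisher's exact test gave p = 0.170 at E14.5 and 0.0634 at P9, so that the 2 cases cannot be told apart.

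A hypothesis is that changed genes may lie beside each other more often than chance gives, as with *Gcg*, *Dpp4* and *Fap*. At E14.5 there were 23 pairs of changed genes of the same direction within 100 kb, against a median of 4 and a highest of 15 in a permutation test with 1000 random draws of genes of like expression (p = 1.0e-03, the smallest they can give). At P9 there were 43 against a median of 30 and a highest of 49 (permutation test, p = 0.0210), which is in line with neighbouring genes changing together. Whether they share regulation or reads run from one gene into the next was not tested.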
